# ARRDC5 expression is conserved in mammalian testes and required for normal sperm morphogenesis

**DOI:** 10.1038/s41467-023-37735-y

**Published:** 2023-04-17

**Authors:** Mariana I. Giassetti, Deqiang Miao, Nathan C. Law, Melissa J. Oatley, Julie Park, LeeLa D. Robinson, Lisette A. Maddison, Miranda L. Bernhardt, Jon M. Oatley

**Keywords:** Spermatogenesis, CRISPR-Cas9 genome editing, Infertility

## Abstract

In sexual reproduction, sperm contribute half the genomic material required for creation of offspring yet core molecular mechanisms essential for their formation are undefined. Here, the α-arrestin molecule arrestin-domain containing 5 (ARRDC5) is identified as an essential regulator of mammalian spermatogenesis. Multispecies testicular tissue transcriptome profiling indicates that expression of *Arrdc5* is testis enriched, if not specific, in mice, pigs, cattle, and humans. Knockout of *Arrdc5* in mice leads to male specific sterility due to production of low numbers of sperm that are immotile and malformed. Spermiogenesis, the final phase of spermatogenesis when round spermatids transform to spermatozoa, is defective in testes of *Arrdc5* deficient mice. Also, epididymal sperm in *Arrdc5* knockouts are unable to capacitate and fertilize oocytes. These findings establish ARRDC5 as an essential regulator of mammalian spermatogenesis. Considering the role of arrestin molecules as modulators of cellular signaling and ubiquitination, ARRDC5 is a potential male contraceptive target.

## Abstract (web summary)

Male organisms produce huge numbers of sperm each day, with defects in the process resulting infertility. Here they show that arrestin domain-containing 5 (ARRDC5) is a testis-specific molecule required for mammalian spermatogenesis.

## Introduction

Sperm are the vessel for the transmission of male genetic contributions across generations and are the only mammalian cell type that performs its function outside of the body in which it was produced^1,2^. For natural fertility, millions of sperm that possess properly organized haploid genomes must be generated per day through the process of spermatogenesis^3^. When formed normally, sperm can navigate the female reproductive tract via motility from a specialized flagellum, undergo capacitation as a final step in attaining the capacity to bind an ovulated oocyte, and finally fertilize the oocyte by fusion of the head with the oocyte plasma membrane that initiates delivery of the haploid paternal genome. Deficiencies in the ability to generate sufficient numbers of sperm (referred to as oligospermia), motile sperm (referred to as asthenospermia), or morphologically normal sperm (referred to as teratospermia) manifest as male subfertility or infertility^4–6^. When a male possesses all these deficiencies, the condition is referred to as oligoasthenoteratospermia or OAT. Incidences of this condition leading to fertility defects can be found throughout mammalian species, including domestic livestock^7,8^, endangered wildlife^9^, and humans^10^. At present, the core molecular mechanisms that are evolutionarily conserved across Mammalia for the regulation of normal spermatogenesis and molecular deficiencies that could cause OAT are undefined.

Spermatogenesis is the process by which haploid sperm are formed from diploid spermatogonia and involves three major phases; amplification of spermatogonia via mitotic divisions, two meiotic divisions of spermatocytes that produce haploid round spermatids, and spermiogenesis by which round spermatids transform into specialized elongated spermatids^3,11^. During spermiogenesis, post-meiotic round spermatids undergo a process of elongation, chromatin compaction, repositioning of their mitochondria, and morphologically transforming to create a specialized cell type with a head, neck, midpiece, and tail^12^. A histone-to-protamine exchange process leads to a highly compacted haploid genome that influences head shape and biogenesis of an acrosome containing proteolytic enzymes needed for fertilization^13–15^. The neck structure aligns the head with the midpiece and tail to create a streamlined cell. The midpiece and tail are formed by an axoneme with 9 + 2 microtubule cytoskeleton to create a powerful flagellum that is needed for motility^16^. The energy required for beating the sperm flagellum is provided by mitochondria that are helically wrapped around the outer dense fibers of the midpiece and glycolytic activity localized to the fibrous sheath^16^. Each of these components must be assembled correctly during the process of spermiogenesis to yield a sperm cell that can navigate the female reproductive tract to find and fertilize an oocyte. Defects manifest as OAT, which is a predominant diagnosis of male fertility disorders^10^.

The arrestin family of proteins is an ancient clan with a diverse array of functions in yeast to humans^17^. The first described molecules in this family were termed visual and β-arrestins that possess C-terminal tails containing binding sites for clathrin and AP2^18^. Over the last decade, a second closely related group termed α-arrestins, or arrestin-domain-containing (ARRDC) proteins, has been described in a variety of eukaryotes which differ from the visual/β-arrestins in the N- and C-terminal domains^19–21^. In mammals, ten arrestin proteins have been described, including four visual/β-arrestins and six α-arrestins. Initially discovered as desensitizers of G protein-coupled receptor signaling, the array of functions for arrestin family proteins has been expanded to include serving as adapters for E3 ubiquitin ligases to facilitate the penultimate step in protein ubiquitination^20,22^. At present, understanding the role that arrestin family proteins may have in regulating spermatogenesis is rudimentary. A previous study reported enriched expression of ARRDC4 in the epididymis of mice and genetic inactivation resulted in reduced sperm motility and a subfertility phenotype^23^. Beyond this single study, the expression of other arrestin proteins in mammalian testes and functional assessment of possible importance in regulating spermatogenesis have not been described.

In the present study, we generated an integrated single-cell transcriptome profile of testicular tissue from mice, cattle, and pigs to identify gene expression in germ cells that is potentially conserved across mammalian species. Through bioinformatic analysis, a refined list of candidate genes with germ cell-enriched expression that had not been reported previously in the peer-reviewed scientific literature to be linked functionally with spermatogenesis was generated. From this list, the α-arrestin protein-encoding gene *Arrdc5* emerged as a prime candidate. In mice, pigs, and cattle, *Arrdc5* mRNA is detectable in testes only, and expression is enriched in the testes of humans. To assess the biological function of *Arrdc5*, CRISPR-Cas9 gene editing was used to generate mice with null alleles. Through phenotyping analysis, the impact of ARRDC5 deficiency was found to be male-specific sterility due to significant reductions in sperm numbers and motility and increased abnormal sperm morphology. Other phenotypic abnormalities of *Arrdc5* null mice were not observed and knockout females were found to have normal fertility. Collectively, these results reveal the importance of arrestin proteins in germ cell function and demonstrate a specific role for ARRDC5 in regulating spermatogenesis with genetic deficiency leading to OAT and male infertility.

## Results

### Integrated multispecies testicular single-cell transcriptome database

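Testes of 3 Holstein cattle aged 4.5 months and 3 mixed breed pigs aged 3 months were digested to single cells, and about 8000 live cells of each animal were loaded, giving 1 library per animal. In this droplet assay each cell receives a barcode and each captured RNA molecule a unique molecular identifier (UMI), so that PCR copies of a molecule are not counted again. The authors aligned the reads with Cell Ranger to ARS-UCD1.2 for cattle or Sscrofa11.1 for pig and deposited the raw UMI counts of each gene and barcode, without normalization. The cattle files list every barcode of the chemistry, empty droplets included, and hold 5805223, 27409347 and 53325608 UMIs for cattle 1, 2 and 3. The pig files list 6220, 22920 and 8808 barcodes, none with fewer than 500 UMIs, and hold 6245189, 40099873 and 33500750 UMIs for pig 1, 2 and 3. The animal numbers are labels only. From these counts, cells were called, doublets were left out and the cells of each species were clustered, and the cell names were rebuilt here from marker genes. The paper's text names no thresholds for cell quality, for doublets or for germ cell specificity, so these settings differ from the study's to an unknown degree. Cells of 1 animal are not replicates, and raw UMIs were summed per animal over germ-like cells and over all other cells before testing. The germ-like sums held 292673, 1306799 and 3732407 UMIs in cattle 1, 2 and 3, and 2038086, 3545029 and 11593400 UMIs in pig 1, 2 and 3. The unequal depth limits what cattle 1 and pig 1 can show for weakly expressed genes. The rule that decides which barcodes are cells changed the numbers of cells and the germ-like share in pig, and the rule that names the clusters changed that share most. The published mouse library was not used here.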

To identify gene expression in germ cells that is conserved across mammalian species, we used single-cell RNA-sequencing (scRNA-seq) with the 10X-Genomics and Illumina platforms to analyze transcriptome profiles of testicular tissue from mice, cattle, and pigs (Fig. 1a). Because the abundance of haploid spermatids in adult testes can overshadow the depth of analysis for transcriptionally active diploid germ cells, tissue from males at the prepubertal phase of development were used. 

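A barcode was taken as a cell when its UMI total reached the 99th percentile of the 3000 largest totals of its library divided by 10, the default rule of Cell Ranger 2. This placed the minimum at 459, 972 and 2644 UMIs in cattle 1, 2 and 3, and at 696, 2444 and 3457 UMIs in pig 1, 2 and 3. Cells with fewer than 200 genes were left out, as were 100, 613 and 308 cattle cells and 84, 124 and 41 pig cells with the highest Scrublet doublet scores. The cells kept numbered 3444, 8138 and 5900 in cattle, in total 17482 (5827 ± 2348 per library, SD, n = 3). In pig they numbered 3162, 3808 and 2236, in total 9206 (3069 ± 790.1 per library, SD, n = 3). Their median UMI count was 789, 1683 and 4462 in cattle and 889, 3856 and 5878 in pig, with a median of 419.5, 729 and 1427 genes per cattle cell and 475, 1509 and 1906 genes per pig cell. The setting that moved these numbers most was a minimum of 500 UMIs in every library, which kept 26639 cattle cells and 32781 pig cells. For pig this equals taking the barcodes as deposited.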

Following quality control filtering, transcriptomes for ~23,000 bovine testis cells, ~22,000 porcine testis cells, and ~3000 murine testis cells were generated for analysis (Fig. S1). Through Uniform Manifold Approximation and Projection (UMAP) analysis, the cells from all three species were then computationally combined as an integrated dataset (Figs. 1b and S2a). This analysis revealed distinct clusters that could be assigned specific testicular cell type identities (Germ Cell, Sertoli Cell, Leydig Cell, Myoid Cell, Lymphocyte, and Macrophage) based on the expression of canonical biomarker genes (Figs. 1b and S2b–g). 

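Clustering of the cells kept, with the genes listed in Supplementary Data 1 as having inferred fertility functions left out of the variable genes, gave 22 clusters in cattle and 26 in pig. In 10 of the cattle clusters and 12 of the pig clusters over 90% of cells came from 1 library. A cluster was named germ-like, Sertoli-like and so on when at least 3 markers of that cell type were at least 2-fold above the median cluster and had a UMI in at least 5% of its cells. The canonical biomarkers shown in Fig. S2 helped to name the clusters, so their levels describe the names and do not test them. DDX4 reached 68.7 ± 22.8 CPM (UMIs scaled to a common library total; SD, n = 3) in cattle germ-like cells and 0.559 ± 0.520 CPM in the other cells. In pig it reached 72.9 ± 28.0 CPM in germ-like cells and 4.08 ± 1.77 CPM in the others. FSHR was 28.9-fold higher in Sertoli-like than in other cells in cattle and 13.0-fold higher in pig, TCF21 was 19.7-fold and 45.2-fold higher in myoid-like cells, AIF1 77.1-fold and 54.6-fold in macrophage-like cells, and CCL5 93.5-fold and 83.2-fold in lymphocyte-like cells. LHCGR, examined in cattle only, was 71.9-fold higher in Leydig-like cells. Each marker was higher in its own cell type in 3 of 3 animals (two-sided exact permutation test, p = 0.1, the smallest p that 3 values against 3 allow). Both values of an animal come from the same library, and the test ignores this pairing. In 2 named cattle clusters and 9 named pig clusters none of the 10 leading genes was a marker of the name given, and the latter include all 4 germ-like clusters of pig. Genes of dividing cells such as UBE2C and TOP2A led cattle cluster 9, named myoid-like, and pig cluster 0, named Sertoli-like, and pig cluster 24, named macrophage-like, was led by immune genes such as VPREB1 and IRF8. Pig cluster 9, of 448 cells, was named germ-like on exactly 3 markers. Clusters whose leading genes went against their best-scoring name stayed unnamed. Among these, pig cluster 12 with 223 cells of which 97.3% came from pig 2, carried myoid markers but was led by UCHL1, COX8C and ELAVL2, genes that also led germ-like clusters. Another, pig cluster 3 with 186 cells of which 98.4% came from pig 1, carried Leydig cell markers but was led by CTSS, VPREB1 and IRF8.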

In total, 3658 germ cells, 16,997 Sertoli cells, 5988 Leydig cells, 15,533 myoid cells, 5057 lymphocytes, and 2245 macrophages could be identified. This integrated multispecies single-cell transcriptome database for several key testicular cell types provides a unique and potentially invaluable resource for mining to identify both evolutionarily conserved and species-specific gene expression.

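In the cattle and pig libraries together, 2118 germ-like, 7903 Sertoli-like, 3028 Leydig-like, 8843 myoid-like, 2138 lymphocyte-like and 1092 macrophage-like cells were found, and 731 cells stayed unnamed. The paper's totals also hold mouse cells and come from its own cell filter, so the denominators differ. Germ-like cells numbered 82 of 3444, 217 of 8138 and 218 of 5900 in cattle 1, 2 and 3, a share of 2.91% ± 0.691 (SD, n = 3). In pig 1, 2 and 3 they numbered 645 of 3162, 255 of 3808 and 701 of 2236, a share of 19.5% ± 12.4 (SD, n = 3). Exact 95% binomial intervals, which cover counting error only, ran from 1.90% to 2.95%, from 2.33% to 3.04% and from 3.23% to 4.21% in cattle, and from 19.0% to 21.8%, from 5.92% to 7.54% and from 29.4% to 33.3% in pig. Sertoli-like cells made up 22.1% ± 7.24 of cattle cells and 35.8% ± 25.9 of pig cells, Leydig-like cells 13.7% ± 13.1 and 12.6% ± 16.5, and myoid-like cells 45.7% ± 4.81 and 7.64% ± 6.37 (SD, n = 3 each). Lymphocyte-like cells made up 11.3% ± 1.42 in cattle and 1.98% ± 2.32 in pig, and macrophage-like cells 2.29% ± 0.440 and 9.10% ± 10.4. The pig germ-like share depended most on the rule for naming clusters, and fell to 2.56% when markers were compared with all other cells in place of the median cluster, a rule tried first. The rule for cells moved it as well, and the share of germ-like cells, pig, was 8.58% with a minimum of 500 UMIs per barcode or the barcodes as deposited, 14.0% with 8000 expected cells and 27.2% with a minimum of 500 genes per cell. The naming rule used here was set after the clusters of that first rule, with their germ-like and ARRDC5 counts, had been seen.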

**Fig. 1:**
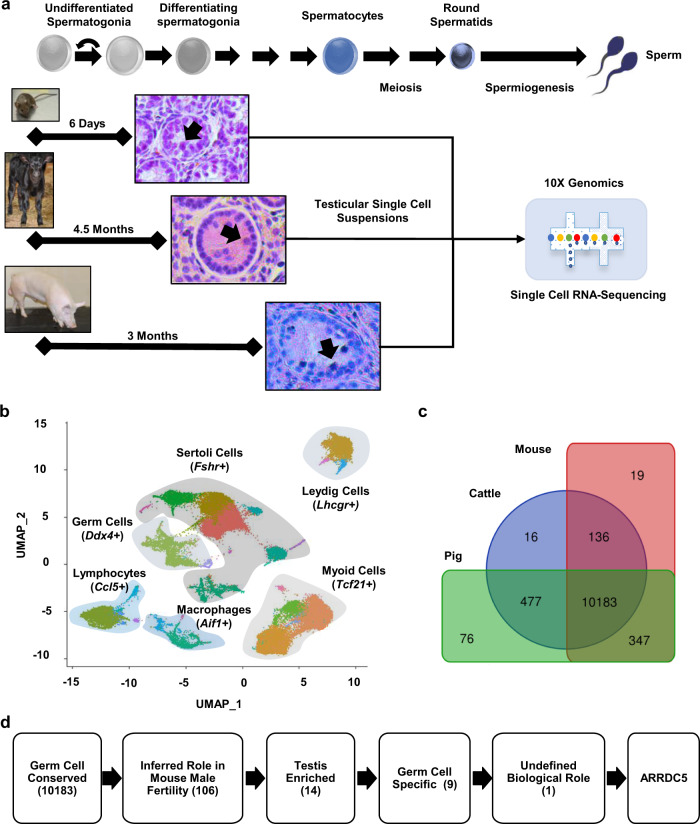
Generation of a multispecies integrated testicular single-cell transcriptome database. **a** Schematic of the experimental strategy that analyzed testicular tissue from prepubertal mice, cattle, and pigs by single-cell RNA-sequencing. Representative images of hematoxylin and eosin-stained testicular cross-sections are shown, arrows denote germ cells within seminiferous tubules. **b** Integrated uniform manifold approximation and projection (UMAP) plot for ~48,000 testicular cells from three species. Distinct clusters of testicular cell types were defined based on the expression of canonical biomarker genes. **c** Venn diagram analysis of gene expression in the germ cell cluster based on species identity, which yielded 10,183 genes as having conserved expression across mouse, cattle, and pig. **d** Bioinformatic filtering pipeline to identify novel evolutionarily conserved candidate molecules that could be essential regulators of spermatogenesis. The number of genes selected at each step are in parentheses.

### Identification of conserved gene expression in testicular germ cells

Next, we used the integrated single-cell transcriptome database to identify gene expression in germ cells that is conserved across the three mammalian species profiled. 

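Of 14037 gene symbols that the cattle and pig gene tables share, 11892, or 84.7%, had at least 1 UMI in a germ-like cell of each species. Taken alone, 12374 of the shared symbols were detected in the 517 germ-like cells of cattle and 13012 in the 1601 of pig. The count depended on the threshold. Requiring a UMI in at least 3 germ-like cells of each species gave 10466 genes, and requiring a UMI in each of the 3 animals of both species gave 8011 genes. The paper's count for genes found in cattle and pig with or without mouse, from Supplementary Data 1, is 10660. Free RNA in the cell suspension can leave a UMI in a droplet, and shallow sampling can miss a gene that is expressed, so the count measures detection at this depth. Among 16 genes that Supplementary Data 1 lists for cattle alone, 14 had a UMI in a cattle germ-like cell, and 1, PCSK1, had a UMI in pig germ-like cells, in 2 of them and in 1 cattle cell. The most frequent of the 16 in cattle was PCDHGB4, found in 184 germ-like cells, followed by C7 in 78 and LRRC69 in 23. None of these last 3 had a UMI in the 1601 pig germ-like cells, a count of 0 that allows a share of up to 0.187%. The study made its list for cattle alone from these same libraries, so these counts are not independent of it.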

Based on the Venn diagram analysis of the germ cell cluster defined by UMAP analysis, 10,183 genes were found to be co-expressed by cattle, pigs, and mice (Fig. 1c and Supplementary Data 1). Gene ontology analysis revealed that these conserved germ cell-expressed genes encode for molecules with a variety of functional attributes, with the greatest enrichment being the ubiquitin-proteasome pathway and transcriptional regulation (Fig. S3). Next, we developed a bioinformatics filtering pipeline to identify evolutionarily conserved candidate molecules that could be essential regulators of spermatogenesis (Fig. 1d). First, the list of 10,183 conserved germ cell-expressed genes was cross-referenced with the international mouse phenotyping consortium database to select for those that have an inferred function in male mouse fertility which yielded 106 genes (Supplementary Data 1). 

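All 106 of these genes had a UMI in germ-like cells of both cattle and pig. The study drew them from genes it had found in germ cells of these same libraries, so their detection is not independent evidence. The levels behind that detection were examined by testing UMI sums over germ-like cells against sums over all other cells of the same animals, 3 against 3, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Over the genes with at least 10 counts, 3288 of 14202 were higher and 3801 lower in cattle germ-like cells, and 2598 of 15216 were higher and 3084 lower in pig. Without TMM normalization, by library size alone, the split was 6252 higher and 1823 lower in cattle and 3593 higher and 2286 lower in pig, because the TMM factors of germ-like sums exceeded those of other sums by 1.14 in cattle and 0.35 in pig on the log2 scale. Fitted log2 fold changes therefore lie below the ratios of CPM by about these amounts. With an animal left out, 1527 to 4126 genes were higher in cattle and 876 to 1573 in pig, the lowest counts without cattle 3 and without pig 2. Of the 106 genes, 36 of 104 tested were higher and 11 lower in cattle germ-like cells, and 22 of 101 tested were higher and 6 lower in pig. Of the 100 genes tested in both species, 14 were higher in both. Over all shared symbols tested in both species, 945 of 10523 were higher in both.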

Second, we filtered the list of 106 genes for those with testis-enriched expression based on cross-referencing with the ENCODE and human Genotype-Tissue Expression (GTEx) portal, which yielded 14 genes (Supplementary Data 1). 

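Supplementary Data 1 lists 14 testis-enriched genes and, of these, keeps ARRDC5, FBXO47, FKBP6, KLHL10, LCA5L, NUTM1, PHF7, SPATA6 and TSKS. In cattle 13 of the 14 had at least 10 counts, of which 8 were higher and 1 lower in germ-like than in other cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In pig 11 were tested, of which 6 were higher. Adjusted over the list alone the numbers were also 8 and 6, which is not independent evidence, since the study shortened the list with these libraries. Without cattle 3 the number in cattle fell to 4, and without pig 2 the number in pig fell to 2. FKBP6 had the highest level of the 14 in cattle, with 308 ± 31.1 CPM (SD, n = 3) in cattle germ-like cells and 3.25 ± 0.766 CPM in other cells (log2 fold change 5.42, SE 0.28, adjusted p = 1.12e-05). In pig its levels were 52.4 ± 28.7 and 2.68 ± 2.65 CPM (log2 fold change 3.94, SE 0.80, adjusted p = 0.00597). PHF7 was also higher in both species, with log2 fold changes of 5.15 (SE 0.47, adjusted p = 3.49e-05) in cattle and 2.87 (SE 0.56, adjusted p = 0.00531) in pig, as was NUTM1, with 6.12 (SE 0.95, adjusted p = 0.000581) and 4.96 (SE 1.17, adjusted p = 0.00907). TSKS at 6.21 (adjusted p = 9.75e-05) and FBXO47 at 2.92 (adjusted p = 0.00195) were higher in cattle. TSKS was not called in pig, at 1.96 (adjusted p = 0.215), and FBXO47 had 6 UMIs there, too few to test. LCA5L was called in both species, at 5.83 (adjusted p = 0.0117) in cattle and 3.67 (adjusted p = 0.00987) in pig, but the cattle call rests on 1 animal. Of its 292 germ-like UMIs in cattle, all came from cattle 3, and cattle 1 and 2 had none. SPATA6 was higher in every animal and passed no threshold, at 0.97 (adjusted p = 0.139) and 1.02 (adjusted p = 0.0979). KLHL10 had 1 UMI in cattle germ-like cells and 7 in pig, and was not tested. Among these calls, FBXO47 was lost without cattle 3 (adjusted p = 0.0707), PHF7 and LCA5L in pig without pig 2 (adjusted p = 0.0544 and 0.0958) and NUTM1 in pig without pig 1 (adjusted p = 0.0522). Among the 5 genes not kept, CEP41 was higher in both species, at 1.65 (adjusted p = 0.0184) and 1.27 (adjusted p = 0.0203), GGA1 in cattle at 1.07 (adjusted p = 0.00456) and IQUB in pig at 2.85 (adjusted p = 0.00642). CCDC189 was lower in cattle germ-like cells, at -1.78 (adjusted p = 0.0274). LRRCC1 was called in neither species. The cattle calls of CEP41, GGA1 and CCDC189 were lost without cattle 2 or without cattle 3, that of CEP41 in pig whenever 1 of the 3 pigs was left out, and that of IQUB without pig 2 (adjusted p = 0.0611). The median log2 fold change was 5.28 over the 8 kept genes tested in cattle and 1.07 over the 5 others, and 3.27 over the 6 kept genes tested in pig and 0.28 over the 5 others. With the animal as a replicate block, the cattle calls became 10 higher and 2 lower, adding SPATA6 at 0.91, IQUB at 1.22 and, as lower, LRRCC1 at -0.67. In CPM, LRRCC1 was higher in germ-like cells in 3 of 3 cattle, at 46.3 ± 7.59 against 32.7 ± 14.9 (SD, n = 3). The sign of its fold change therefore depends on TMM normalization. By an interaction test, 0 of the 13 genes tested over both species differed between cattle and pig in their germ cell effect. Of these, 4 had an unadjusted p under 0.05, and with the block 3 differed. ARRDC5 and FBXO47 are among the 13. With 2 and 6 UMIs in pig germ-like cells and 0 in other pig cells, these 2 genes cannot decide the question.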

Third, this shortened list was then cross-referenced back to the integrated multispecies testicular single-cell transcriptome database to define those with presumptive germ cell-specific expression, which yielded nine genes (Supplementary Data 1). Of these, a biological role for the gene arrestin-domain-containing 5 (*Arrdc5*) had not been described for any cell type in the peer-reviewed scientific literature.

### Testis-specific expression of *Arrdc5* in mammalian spermatogenesis

The bioinformatics analysis of our multispecies integrated scRNA-seq dataset suggested that expression of the *Arrdc5* gene is enriched in testicular tissue with presumptive germ cell specificity. 

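ARRDC5, listed as ENSBTAG00000031673 in cattle and ENSSSCG00000037183 in pig, had 28 UMIs in the 17482 cattle cells and 2 UMIs in the 9206 pig cells. In cattle, 3 of 517 germ-like cells had an ARRDC5 UMI, as did 13 of 1990 lymphocyte-like, 8 of 8154 myoid-like, 2 of 1852 Leydig-like and 2 of 4200 Sertoli-like cells, and none of 405 macrophage-like cells, a count of 0 that allows up to 0.741%. Averaged over animals, the share was 0.460% ± 0.461 in germ-like cells, 0.529% ± 0.458 in lymphocyte-like cells and 0.125% ± 0.111 in all cells other than germ-like (SD, n = 3). The share was higher in germ-like than in all other cells in 2 of 3 animals, 0.922% against 0.164% in cattle 2 and 0.459% against 0.211% in cattle 3, with 0 in both for cattle 1. The intervals overlapped in both animals, and an exact permutation test over animals (two-sided, p = 0.4, and p = 1 against lymphocyte-like cells) cannot settle the difference, since the smallest p of 3 against 3 is 0.1. Germ-like cells were also the deeper ones, with a median of 7362 UMIs against 1526 in lymphocyte-like cells. Scaled by depth, the level in cattle 2 was 1.53 CPM in germ-like against 0.846 CPM in all other cells. In cattle 3 the order was reversed, with 0.268 CPM in germ-like against 0.411 CPM in all other cells. In the sums over all 3 cattle, ARRDC5 reached 0.563 CPM in germ-like cells (95% Poisson interval from 0.116 to 1.64) and 3.01 in lymphocyte-like cells (from 1.60 to 5.15). In cattle barcodes with at most 50 UMIs, taken as empty droplets, it reached 0.860 CPM (from 0.177 to 2.51, 3 UMIs), an interval that overlapped the germ-like one. Levels per UMI do not show what part of a cell's UMIs was free RNA, so this comparison does not decide the source. The edgeR quasi-likelihood test gave a log2 fold change of -0.81 for cattle germ-like against other cells (SE 1.13, Benjamini-Hochberg adjusted p = 0.566), and 0.26 by library size alone (adjusted p = 0.876, from 0.453 to 0.992 over all alternatives for ARRDC5). In pig both ARRDC5 UMIs were in germ-like cells. They lay in 2 of 1601 germ-like cells and 0 of 7605 other cells, a count of 0 that allows up to 0.0394%. This was 0.116 CPM in germ-like cells (from 0.0141 to 0.421) and at most 0.137 CPM in the others by the exact Poisson limit. The intervals overlapped, and the shares per animal gave p = 0.4 (two-sided exact permutation test). With 2 counts the pig gene was not tested by edgeR. In the pig genome ARRDC5 overlaps UHRF1 on the opposite strand, and the paper's text does not name whether reads were counted by strand. From its integrated dataset of the 3 species, the paper proposes that ARRDC5 expression is enriched in testicular tissue with presumptive germ cell specificity.

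**Figure D1:**
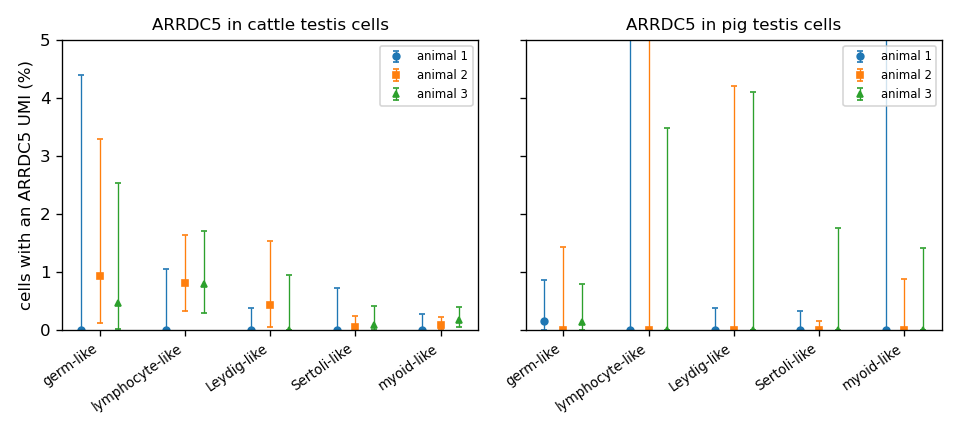
Share of cells with an ARRDC5 UMI, in percent, for 5 cell types of cattle and pig, with 1 point per animal and exact 95% binomial intervals, which cover counting error only. The axis ends at 5%, so the upper limits of pig 1 myoid-like (33.6%), pig 1 lymphocyte-like (14.8%) and pig 2 lymphocyte-like cells (16.1%) run off the plot. In cattle 2 and 3 germ-like cells sit at 0.922% and 0.459% and lymphocyte-like cells at 0.799% and 0.787%, cattle 1 is at 0 throughout, and in pig the points above 0 are the germ-like cells of pig 1 and 3.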

Outcomes of RT-PCR analysis with several different tissues from cattle, pigs, and mice revealed that *Arrdc5* mRNA is detectable in testes only (Fig. 2a–c), which confirmed data from the ENCODE project tissue-level gene expression in mice (Fig. S4a). Notably, *Arrdc5* transcript was detectable by RT-PCR analysis in testes from adult wild-type mice but not *Nanos2* knockout mice that lack germ cells (Fig. 2a). Similarly, data from the human tissue GTEx portal indicates that *Arrdc5* expression is highly enriched in testes and low to undetectable in other tissues and cell types (Fig. S4B). Together, these findings suggest that the expression of *Arrdc5* in mammalian species from mice to humans is germ cell-specific.

**Fig. 2:**
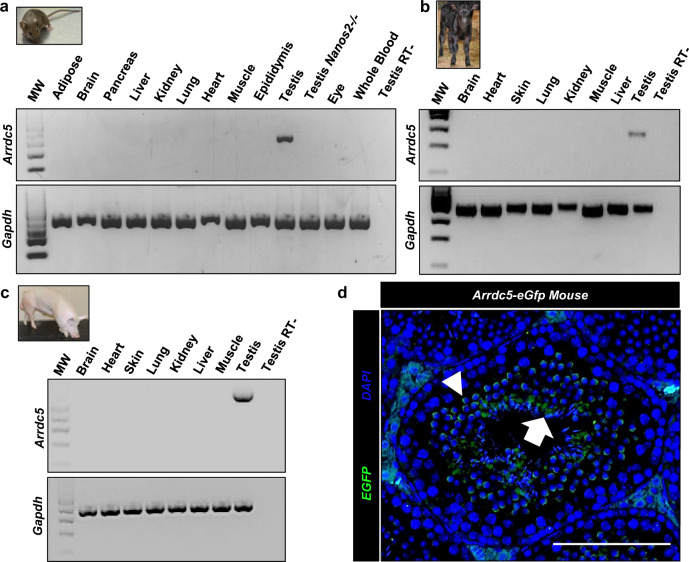
Arrdc5 expression profile in mammalian species. **a** RT-PCR analysis of *Arrdc5* mRNA in mouse tissues. MW is 100 bp DNA ladder and *Gapdh* was used as a loading control. *Nanos2−/−* testes are ablated of germ cells. **b** RT-PCR analysis of *Arrdc5* mRNA in cattle tissues. MW is a 100 bp DNA ladder and *Gapdh* was used as a loading control. **c** RT-PCR analysis of *Arrdc5* mRNA in pig tissues. MW is a 100 bp DNA ladder and *Gapdh* was used as a loading control. **d** Seminiferous tubule cross-sections from testes of adult *Arrdc5-eGfp* mice that were immunostained for EGFP (green color) to assess cell type expression of Arrdc5 protein. DAPI (blue color) was used to stain DNA. Arrow indicates elongated spermatids and the arrowhead indicates stained round spermatids. Bar is 50 μm. All images are representative of three independently repeated experiments.

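UMIs of stage genes were summed in germ-like cells. The spermatogonial list held 6 genes annotated in both species (ZBTB16, GFRA1, UCHL1, KIT, STRA8 and DMRTB1), the meiotic prophase list 14 (among them SYCP1, SYCP3, SMC1B, DMC1, SPO11, HORMAD1 and TEX101) and the haploid list 8 (among them TNP1, PRM1 and ACRV1). Spermatogonial genes reached 1506 ± 369 CPM in cattle and 636 ± 94.1 CPM in pig (SD, n = 3), and every pig was below every cattle (log2 ratio -1.24, two-sided exact permutation test, p = 0.1, the smallest p of 3 against 3). Meiotic prophase genes reached 592 ± 142 CPM in pig and 789 ± 211 CPM in cattle (log2 ratio -0.41, exact permutation test, p = 0.3), so that no difference between the species was detectable. Haploid genes reached 28.0 ± 12.3 CPM in pig and 44.3 ± 9.73 CPM in cattle (exact permutation test, p = 0.2). Most of these UMIs came from 1 gene of the list, SPACA1, with 341 in pig and 174 in cattle, so the levels mainly describe that gene. TNP1 had 37 and 3 UMIs, PRM1 0 and 0, and ACRV1 2 and 0. No germ-like cell thinned to 2811 UMIs had UMIs of at least 2 haploid genes. At that depth, UMIs of at least 2 meiotic prophase genes were found in 32.7%, 59.0% and 60.5% of cells in cattle 1, 2 and 3 and in 28.2%, 25.9% and 39.5% in pig 1, 2 and 3. Among all alternatives tried for meiotic prophase genes in germ-like cells, pig against cattle, the log2 ratio was most negative, -0.70, on these thinned shares. Within pig, 1 of the 4 germ-like clusters, which were formed without the stage genes, was singled out after its values were seen. Cluster 7 held 421 cells, of which 162, 16 and 243 came from pig 1, 2 and 3. Pooled over the pigs, it had 1508 CPM of meiotic prophase genes, against 262, 477 and 532 CPM in the other germ-like clusters. TEX101, a gene of that list, was among the leading genes of cluster 7. TEX101 had 1628 UMIs in pig germ-like cells and 135 in cattle, and DMC1 had 233 and 29, while SYCP1 had 1289 and 1266, from a total of 17176515 germ-like UMIs in pig and 5331879 in cattle.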

The germ cell populations of prepubertal mice, cattle, and pigs used for the generation of the multispecies integrated scRNA-seq dataset included spermatogonia as well as early prophase spermatocytes for the pig tissue (Figs. 1 and S2). Further assessment of the germ cell cluster revealed that *Arrdc5* transcript could be detected in a small percentage of the population (Fig. S5a, b). 

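By animal, an ARRDC5 UMI was found in 0 of 82, 2 of 217 and 1 of 218 germ-like cells of cattle 1, 2 and 3, and in 1 of 645, 0 of 255 and 1 of 701 germ-like cells of pig 1, 2 and 3. The exact 95% binomial interval ran from 0.112% to 3.29% in cattle 2 and from 0.0116% to 2.53% in cattle 3, while 0 of 82 cells in cattle 1 allows a share of up to 3.66%. In pig 1 the share was 0.155% (from 0.00393% to 0.861%) and in pig 3 0.143% (from 0.00361% to 0.792%), and the 0 of 255 cells in pig 2 allow up to 1.18%. The mean over the 3 pigs was 0.0992% ± 0.0862 (SD). Sertoli-like cells, which should lack a germ cell transcript, carried an ARRDC5 UMI at 0.0392% ± 0.0377 in cattle (SD, n = 3) and in 0 of 3703 cells in pig, which allows up to 0.0810%. Their median depth was 3040.5 UMIs in cattle and 3416 in pig, against 7362 and 7173 in germ-like cells. In each animal the intervals of germ-like and Sertoli-like cells overlapped. When every cell was thinned to 2811 UMIs, 1 of 215 germ-like cells in cattle 3 kept its UMI, and 0 of 52 in cattle 1, 0 of 183 in cattle 2 and 0 of 323, 232 and 701 in pig 1, 2 and 3 had a UMI. This left out 30, 34 and 3 shallower germ-like cells in cattle and 322, 23 and 0 in pig. Both pig UMIs lay in germ-like cluster 5, of 498 cells. Pooled over the pigs, its level of meiotic prophase genes was the lowest among the pig germ-like clusters. The pooled ranking does not allow for the different shares of each pig in the clusters. Under the first naming rule tried, no pig germ-like cell had an ARRDC5 UMI.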

To gain further insight into the temporal expression of *Arrdc5* throughout spermatogenesis, we mined previously published scRNA-seq data of testicular tissue from mice at postnatal ages ranging from birth to adulthood^24–26^. While *Arrdc5* transcripts were detectable in spermatogonia at all ages, major upregulation occurred at 20–30 days of age when secondary spermatocytes, as well as haploid round spermatids, first arise in the germline (Fig. S5c, d). Notably, *Arrdc5* mRNA upregulation was found to align partially with that of *Tnp1* and *Prm1* mRNA, genes that are expressed in spermatocytes and stored for translation in round spermatids (Fig. S5e, f). However, in contrast to *Tnp2* and *Prm1* expression, which persists at P30 and P56 when condensing and elongated spermatids arise, *Arrdc5* expression is downregulated at these phases of spermatogenesis (Fig. S5d). Together, these findings suggest that nascent transcription initiates in spermatogonia and persists through meiotic spermatocytes.

Next, we aimed to define the testicular cell types in which the ARRDC5 protein is present. First, immunostaining of testicular cross-sections from several species was attempted with commercially available antibodies but did not yield reliable detection (Fig. S6). To overcome this obstacle, a mouse model was generated using CRISPR-Cas9 technology to knock-in enhanced green fluorescent protein (eGFP) coding sequence into the *Arrdc5* locus (Fig. S7a, b). The strategy replaced the stop codon of exon 3 and included a P2A peptide sequence that liberates EGFP from ARRDC5 during translation. As such, imaging of EGFP provides an accurate assessment of the ARRDC5 protein expression profile. Germline transmission of the *Arrdc5-eGfp* allele occurred at expected Mendelian ratios and both heterozygous and homozygous animals were viable and fertile. In testes of adult *Arrdc5-eGfp* mice, EGFP was detectable in germ cells at the round and elongated spermatid phases of development (Figs. 2d and S7c, S8). Collectively, these findings suggest that although *Arrdc5* gene transcription occurs in spermatogonia and spermatocytes (based on scRNA-seq profiles), like the expression of transition proteins (*Tnp1*, *Tnp2*) and protamines (*Prm1* and *Prm2*), the protein is not translated until the haploid round spermatid phase of spermatogenesis.

Arrestin molecules are an ancient family found throughout Eukarya, from yeast to humans. In Metazoans, members include visual/β-arrestins, VPS26-like proteins, and α-arrestins (i.e., ARRDCs). Of these, the α-arrestins are the least characterized and have not been studied in testicular tissue. Beyond primates, *ARRDC5* orthologs are present in the genomes of livestock, rodents, monotremes, birds, and reptiles (Fig. S9). 

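In the pig, the RefSeq annotation of Sscrofa11.1, the build that the paper's methods name, places ARRDC5 on chromosome 2 from 73935538 to 73950586 on the plus strand, a span of 15049 bases with 3 exons. Exon 1 runs from 73935538 to 73936052, exon 2 from 73937388 to 73937593 and exon 3 from 73949912 to 73950586. The coding sequence of 1113 bases starts at 73935701 in exon 1 and ends at 73950466 in exon 3, which leaves untranslated sequence at both ends. UHRF1 lies from 73898061 to 73937727 on the minus strand and overlaps the first 2190 bases of ARRDC5, a stretch that holds exons 1 and 2 and not exon 3. The next gene on the other side, PLIN3, runs from 73970149 to 73995314 on the plus strand and does not overlap. No coordinates of the cattle gene were used here.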

Based on phylogenetic analysis, the *ARRDC5* genes in pigs and cattle are more closely related to the primate gene than in other placental mammals. Indeed, pig and cattle *ARRDC5* protein sequences share 77 and 75% with human *ARRDC5*, respectively (Fig. S9). Together, these data suggest that *ARRDC5* is evolutionarily conserved across Animalia with testis-specific expression.

### ARRDC5 is required specifically for male fertility in mice

Considering the evolutionarily conserved nature of *ARRDC5* and testis-enriched expression in mice, pigs, cattle, and humans, we next aimed to determine whether it plays an important role in spermatogenesis. To achieve this, CRISPR-Cas9 technology was used to engineer mice with inactivated *Arrdc5* alleles by direct manipulation and transfer of C57BL/6J;129SvlmJ hybrid embryos (Fig. S10a–c). From this process, a founder male possessing an *Arrdc5* allele with a 308 bp deletion in exon 1 that removed the start codon was generated (Fig. S10c). Breeding of the *Arrdc5*^*308Δ/+*^ founder male to wild-type C57BL/6J females resulted in germline transmission and the N1 offspring were crossed for filial breeding to create an experimental line for analysis. Mating of *Arrdc5*^*308Δ/+*^ mice produced *Arrdc5*^*308Δ/Δ*^ at expected Mendelian ratios, which were viable from birth through adulthood (Fig. 3a). Based on RT-PCR analysis, *Arrdc5* transcript could not be detected in testes of mice homozygous for the 308 bp Δ allele (Fig. S10d), thus confirming a null state had been engineered, designated hereafter as *Arrdc5−/−*. At both 3 weeks and 16 weeks of age, the body weights of *Arrdc5−/−* and wild-type *Arrdc5*+*/+* male littermates were found to be no different (Fig. S10e). The pairing of *Arrdc5−/−* male mice (*n* = 5) with pubertal wild-type females for a 4-month period yielded zero pups, but copulation occurred as evidence by the presence of vaginal plugs, whereas *Arrdc5*+*/+* littermates (*n* = 5) had an expected level of fecundity when paired with wild-type females (Fig. 3b). In addition, *Arrdc5−/−* female mice (*n* = 5) paired with wild-type males generated a number of offspring over a 2–3-month period that was within the range of normal wild-type females (Fig. 3b). These findings demonstrate that ARRDC5 function is required specifically for male fertility and suggest that deficiency does not have an overt negative impact on other physiological systems that impact health.

**Fig. 3:**
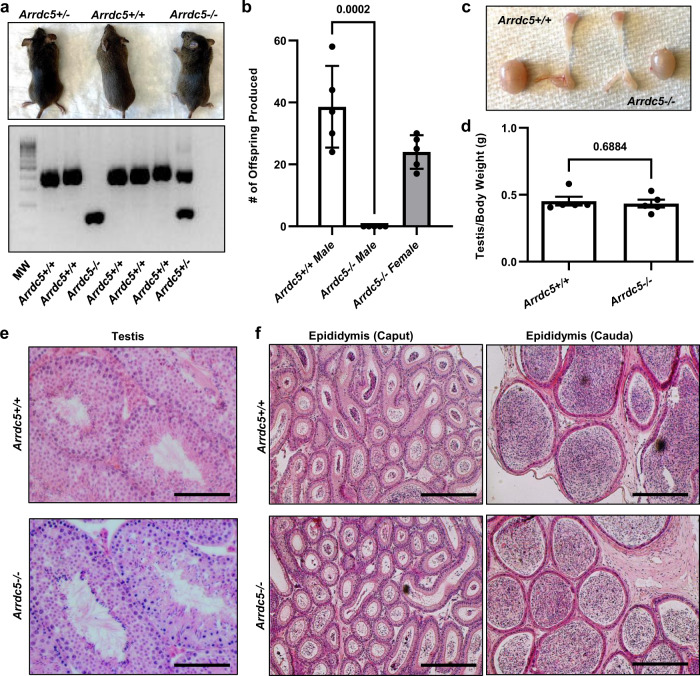
Impact of *Arrdc5* genetic inactivation in mice. **a** Male mice heterozygous (*+/−*), homozygous (*−/−*), or non-possessing (*+/+*) of an inactivating 308 bp deletion allele for the *Arrdc5* coding sequence, and an agarose gel for visualization of genomic DNA genotyping analysis. MW is a 100 bp DNA ladder. **b** Quantitation of fecundity for adult *Arrdc5−/−* male and female mice as well as control *Arrdc5*+*/+* male littermates over a 4-month period of pairing with wild-type female or male mice. Data bars are mean ± SEM of the total numbers of pups born and dots represent values for individual animals (*n* = 5 for each genotype). **c** Testes and epididymis from adult *Arrdc5−/*− and *Arrdc5*+*/+* littermates. **d** Quantitation of the testis/body weight ratio for adult *Arrdc5−/*− and *Arrdc5*+*/+* littermates. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 5 for each genotype). **e** Hematoxylin and eosin-stained cross-sections from testes of adult *Arrdc5−/−* and *Arrdc5*+*/+* littermates. Bars are 100 μm. **f** Hematoxylin and eosin-stained cross-sections from the head (caput) and tail (cauda) of epididymis from adult *Arrdc5−/*− and *Arrdc5*+*/+* littermates. Bars are 100 μm. Images are representative of >10 (**a**) and 5 (**c**, **e**, **f**) independently repeated experiments. For quantitative comparisons, differences between genotypes were analyzed statistically using unpaired two-tailed *t*-tests. Source data are provided as a Source Data file.

### Oligoasthenoteratospermia in mice with genetic inactivation of *Arrdc5*

To investigate the cause of sterility in *Arrdc5−/−* male mice, we collected testes and epididymides from adults (2–4 months of age) for histological analysis. Gross abnormalities of either organ were not evident (Fig. 3c), and testis size was quantitatively not different compared to *Arrdc5*+*/+* littermates (Fig. 3d). In addition, the wet weight of seminal vesicles, which is correlated to serum testosterone levels, was not different between *Arrdc5−/−* and *Arrdc5*+*/+* mice (Fig. S11a). Basic histological assessment of testis cross-sections revealed intact seminiferous tubules and epithelium with seemingly normal spermatogenesis, including properly organized layers of spermatogonia, spermatocytes, and round/elongating spermatids and differences compared to testes from *Arrdc5*+*/+* littermates were not observable (Fig. 3e). In addition, morphological differences in cross-sections of epididymides from *Arrdc5−/−* and *Arrdc5*+*/+* littermates were not evident (Fig. 3f). These observations demonstrate that postnatal establishment of the seminiferous epithelium and maintenance in adulthood is not disrupted in the absence of ARRDC5.

Next, we collected epididymis from adult *Arrdc5−/−* and *Arrdc5*+*/+* littermates for sperm parameter analysis. In contrast to the histological analysis of testes and epididymis, examination of epididymal sperm from *Arrdc5−/*− males revealed several morphological abnormalities that were not observed in *Arrdc5*+*/+* littermates including malformed heads, bent necks, misshapen midpieces, shortened flagella, multiple flagella, and enlarged sperm (Figs. 4a and S11b). Based on computer-assisted sperm analysis (CASA), multiple parameters were found to be significantly different for epididymal sperm from *Arrdc5−/−* males compared to *Arrdc5*+*/+* littermates (Fig. 4b–e). The concentration of epididymal sperm in *Arrdc5−/−* males (*n* = 5 different mice) was significantly (*P* = 0.0001) reduced to 28% of normal (Fig. 4b). In addition, the percentage of motile sperm for *Arrdc5−/*− males (*n* = 4–5 different mice) was calculated to be 26.7 ± 4.9% (mean ± SEM) which was significantly (*P* = 0.0001) different by 2.8-fold compared to *Arrdc5*+*/+* littermates (*n* = 4 different mice) in which 74.8 ± 4.5% (mean ± SEM) of sperm were motile (Fig. 4c). Also, the percentage of morphologically normal sperm from *Arrdc5−/*− males (*n* = 7 different mice) was calculated to be only 1.4 ± 0.4% (mean ± SEM) which was significantly (*P* < 0.0001) different by 62.1-fold compared to *Arrdc5*+*/+* littermates (*n* = 7 different mice) in which 86.9 ± 3.8% (mean ± SEM) of sperm were of normal morphology (Fig. 4d). Notably, quantification of morphological abnormalities revealed that ~98% of sperm from *Arrdc5−/−* males have malformed heads and midpiece whereas ~17% also possessed tail abnormalities (Fig. 4e). Furthermore, the average head size of sperm from *Arrdc5−/−* males was found to be significantly increased by 1.4-fold compared to sperm from *Arrdc5*+*/+* littermates (Fig. S11c). Moreover, as expected from the array of abnormal morphologies, high-magnification imaging of sperm heads stained with hematoxylin and eosin suggested acrosome malformations (Figs. S11d and S12). Collectively, these results demonstrate that ARRDC5 is required for the generation of morphologically normal sperm and genetic deficiency leads to OAT and infertility.

**Fig. 4:**
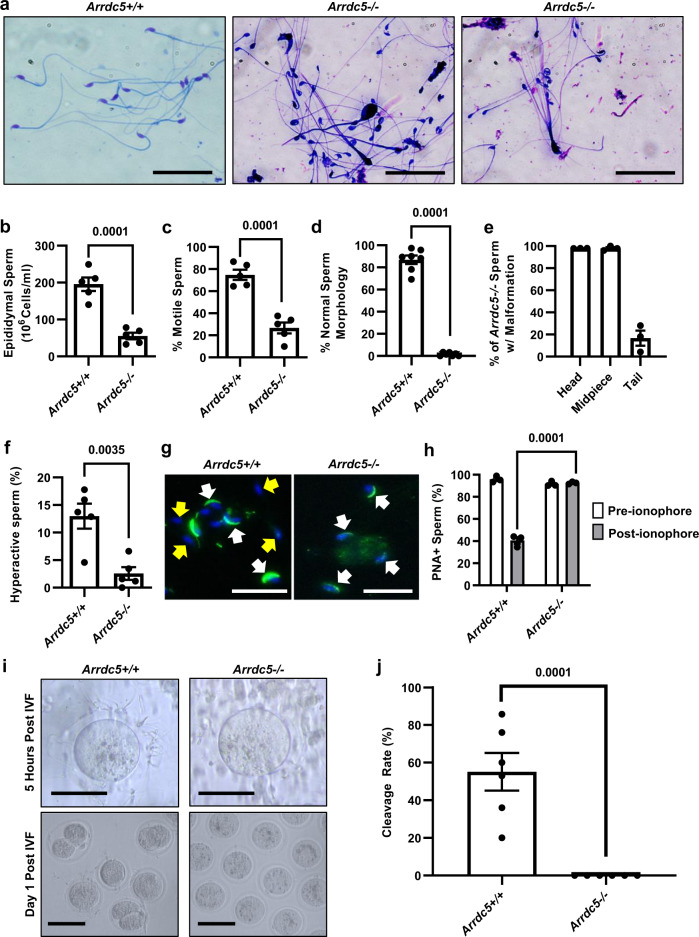
Sperm parameter assessment of *Arrdc5−/−* mice. **a** Dip Quick stained epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/*− littermates. Bars are 50 μm. **b**–**d** Quantitative comparison of epididymal sperm concentration **b**, motility **c**, normal morphology **d** between adult *Arrdc5*+*/+* and *Arrdc5−/*− littermates. Data bars are mean ± SEM and dots represent values for individual animals (**b**, **c**: *n* = 5 for each genotype; **d**: *n* = 7 for each genotype). **e** Categorization of morphological abnormalities for epididymal sperm from adult *Arrdc5−/−* mice. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 3). **f** Quantitative comparison of epididymal sperm hyperactivation between adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates following in vitro capacitation induction. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 5 for each genotype). **g** Epididymal sperm heads from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates fluorescently stained for peanut agglutinin (PNA) to assess acrosome intactness. Yellow arrows indicate acrosome-reacted sperm heads without PNA staining following in vitro capacitation induction. White arrows indicate acrosome intact sperm heads with PNA staining. Bars are 20 μm. **h** Quantitative comparison of epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates with detectable PNA binding before and after Ca2+ ionophore treatment to induce the acrosome reaction. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 3 for each genotype). **i** Oocytes after 5 h or 1 day of in vitro fertilization (IVF) with epididymal sperm from adult *Arrdc5*+*/+* or *Arrdc5−/−* littermates. Bars are 100 μm. **j** Quantitative comparison of embryo cleavage rate following in vitro fertilization of wild-type zona-pellucida intact oocytes with epididymal sperm from adult *Arrdc5*+*/+* or *Arrdc5−/−* littermates. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 6 for each genotype). Images are representative of 5 (**a**), 3 (**g**), and 6 (**i**) independently repeated experiments. For quantitative comparisons, differences between genotypes were analyzed statistically using unpaired two-tailed *t*-tests (**b**–**d**, **f**, **j**) or two-way ANOVA with multiple comparisons (**h**). Source data are provided as a Source Data file.

### Defective capacitation and acrosome reaction with ARRDC5-deficient sperm

Considering the array of abnormalities observed with sperm from ARRDC5-deficient mice, the cause of sterility could be multifaceted, including defective capacitation or inability to fuse with the oocyte plasma membrane at fertilization. Capacitation is an essential process in maturation signified by biochemical modification of the sperm head membrane to facilitate the acrosome reaction and, in parallel, hyperactivation of the sperm tail occurs; both processes are needed to navigate the female reproductive tract and penetrate the zona pellucida. To further understand the major cause, we used epididymal sperm collected from *Arrdc5−/−* and *Arrdc5*+*/+* littermates (*n* = 6 different males of each genotype) for in vitro fertilization (IVF) with oocytes from wild-type females. First, we investigated the ability of sperm from *Arrdc5−/−* males to undergo capacitation which occurs naturally during navigation of the female reproductive tract and can be initiated in vitro as a final step in maturation to achieve fertilization. Following a 1-h incubation in human-tubal fluid (HTF) containing BSA, 2.6 ± 1.2% (mean ± SEM; *n* = 3 different males) of sperm from *Arrdc5−/−* mice were hyperactivated, which was significantly different by 5.1-fold compared to the 13.0 ± 2.3% (mean ± SEM; *n* = 3 different males) of hyperactivated sperm from *Arrdc5*+*/+* littermates (Fig. 4f). To assess the presence of acrosomes, we incubated epididymal sperm from *Arrdc5−/−* and *Arrdc5*+*/+* littermates with fluorescently labeled peanut agglutinin (PNA) which normally binds to components of intact vesicles. Imaging by fluorescent microscopy revealed *Arrdc5−/−* sperm heads with morphologically normal acrosomes similar to wild-type sperm as well as heads with abnormal acrosome morphology but still with observable PNA binding (Fig. S12). Next, we tested for the acrosome reaction by incubating sperm in HTF media supplemented with Ca2+ ionophore, followed by incubation with fluorescently labeled PNA. Prior to ionophore treatment, 95.9 ± 1.6% (mean ± SEM, *n* = 3 different males) and 91.6 ± 1.3% (mean ± SEM, *n* = 3 different males) of sperm from *Arrdc5+/+* and *Arrdc5*–/– males had observable PNA binding, respectively. Post-ionophore treatment, PNA binding was still observable for 92.6 ± 0.6% (mean ± SEM; *n* = 3 different males) of sperm from *Arrdc5−/−* mice which was significantly different compared to the 40.6 ± 3.0% (mean ± SEM; *n* = 3 different males) of sperm from *Arrdc5*+*/+* littermates that still had detectable PNA binding thus signifying that >50% had undergone the acrosome reaction (Fig. 4g, h).

Next, we compared the IVF capacity of sperm from *Arrdc5−/*− and *Arrdc5*+*/+* littermates. In standard conditions with denuded oocytes possessing intact zona pellucidas, the day 1 two-cell cleavage rate for sperm from *Arrdc5*+*/+* males was within the normal range at 55.1 ± 10% (mean ± SEM; *n* = 3 different mice), whereas sperm from *Arrdc5−/−* males (*n* = 3 different mice) yielded no (0%) two-cell embryos (Fig. 4i, j) and sperm penetration of the zona pellucida for oocyte binding was not evident at 5 h of incubation (Fig. 4i). To test whether any sperm from *Arrdc5−/−* males could fuse with the oocyte plasma membrane and achieve fertilization we conducted IVF with ovulated oocytes that had the zona pellucida removed. Although significantly reduced by 3.6-fold compared to sperm from *Arrdc5*+*/+* control littermates, sperm from *Arrdc5−/−* males yielded a 23.8 ± 9.2% (mean ± SEM; *n* = 4 different mice) day 1 two-cell cleavage rate (Fig. S13a). Also, 8.5 ± 5.1% of zona pellucida-free oocytes fertilized by sperm from *Arrdc5−/−* males were able to advance to blastocysts which was reduced significantly by 5.5-fold compared to sperm from *Arrdc5*+*/+* littermates (46.6 ± 10.6% blastocyst rate) in the same IVF conditions (Fig. S13b, c). Finally, we examined the efficiency of sperm nuclei from *Arrdc5−/−* males to fertilize oocytes and produce viable embryos when introduced directly by intracytoplasmic sperm injection (ICSI). Sperm from *Arrdc5−/*− males introduced by ICSI resulted in a cleavage rate of ~34% and in vitro blastocyst rate of ~4%, which was reduced by 1.7-fold and 7.5-fold compared to the ~57% cleavage rate and ~30% blastocyst rate generated by ICSI with sperm from *Arrdc5*+*/+* males, respectively (Fig. S13a–c). Taken together, these findings demonstrate that sperm produced in the absence of ARRDC5 are incapable of final maturation and achieving natural fertilization, but some retain the capacity for fusion with the oocyte plasma membrane and egg activation when barriers are removed.

### Spermatocytogenesis is not disrupted in ARRDC5-deficient mice

Spermatogenesis can be defined broadly by three major processes; spermatocytogenesis, which is the activities of diploid undifferentiated and differentiating spermatogonia that yields meiotic spermatocytes, meiosis during which unique haploid genomes are created through chromosome recombination and DNA reducing cell divisions, and spermiogenesis which is the elaborate transformation of round haploid spermatids that yields specialized elongated spermatids. In mammals, these processes occur over successive cycles of the seminiferous epithelium; defined as 12 stages in mice^27^. To further examine the underlying cause of multifaceted sperm parameter deficiencies in *Arrdc5−/−* mice, testes from adult males (2–4 months old) were processed for histopathological analysis of the seminiferous cycle. The 12 stages of the cycle were broadly assessed as groupings of I–IV, V–VIII, and IX–XII. Although cross-sections of seminiferous tubules in all stages of the cycle groupings could be observed for testes from both *Arrdc5*+*/+* and *Arrdc5−/−* mice (Fig. 5a), 8.3 ± 2.1% (mean ± SEM; *n* = 3 different males and 50 cross-sections) of tubules in cross-sections from *Arrdc5−/−* testes appeared to be disorganized and a logical stage of the seminiferous cycle group could not be assigned (Fig. 5b). As such, from assessment of numerous cross-sections, distribution across the stage of the cycle groupings was found to be misaligned between testes from *Arrdc5*+*/+* and *Arrdc5−/−* males with a reduction of frequency for group V–VIII tubules in testes from *Arrdc5−/−* males (Fig. 5c); however, the overall alignment was not statistically different between genotypes (*P* = 0.08). Next, we quantified the number of undifferentiated spermatogonia, pachytene spermatocytes, and round spermatids in cross-sections of testes and found no differences between *Arrdc5−/−* (*n* = 3 different males and 50 cross-sections) and *Arrdc5*+*/+* (*n* = 3 different males and 50 cross-sections) littermates (Fig. 5d–f). These results suggest that two of the three major phases of spermatogenesis— amplification of spermatogonia via mitotic divisions and two meiotic divisions of spermatocytes that produces haploid round spermatids—are not grossly disrupted in the absence of ARRDC5 function. In addition, these findings imply that spermatogonial stem cell capacity to support the foundation for steady-state spermatogenesis is not impaired by ARRDC5 deficiency.

**Fig. 5:**
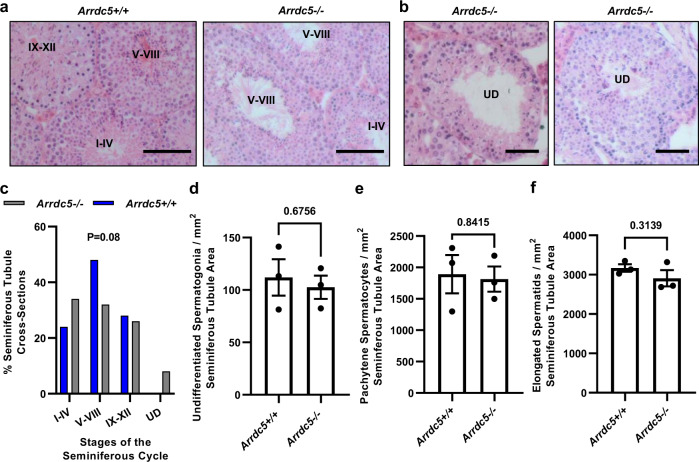
Assessment of spermatocytogenesis in *Arrdc5−/−* mice. **a** Seminiferous tubule cross-sections from testes of adult *Arrdc5*+*/+* and *Arrdc5−/*− littermates. Tubules at different groupings for the stage of the seminiferous cycle are indicated. Bars are 50 μm. **b** Seminiferous tubule cross-sections from testes of adult *Arrdc5−/*− mice for which a stage of the seminiferous cycle was not definable (indicated at undefined or UD). Bars are 50 μm. **c** Quantitative comparison of distribution for the 12 stages of the seminiferous cycle in cross-sections of testes from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates, grouped as I–IV, V–VIII, and IX–XII. Data bars are mean for at least 50 cross-sections from *n* = 3 different animals of each genotype. Cross-sections for which a clearly definable stage could not be assigned (undefined or UD) were observed from testes of *Arrdc5−/−* mice only. **d**–**f** Quantitative comparison of undifferentiated spermatogonia **d**, pachytene spermatocytes **e**, and round spermatids **f** in cross-sections of testes from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 3 for each genotype and 150 cross-sections). Images in **a** and **b** are representative of three independently repeated experiments. For quantitative comparisons, differences between genotypes were analyzed statistically using unpaired two-tailed *t*-tests. Source data are provided as a Source Data file.

### Defective spermiogenesis in mice lacking ARRDC5

Considering that spermatogonial and spermatocyte populations are not compromised in *Arrdc5−/−* male mice and ARRDC5 protein expression coincides with haploid spermatids, we next focused on assessing the process of spermiogenesis to further define the cause of poor sperm parameters and sterility. Spermiogenesis is the penultimate step in the generation of spermatozoa, a process in which round haploid spermatids transform to a specialized elongated state (Fig. 6a). Based on 3D scanning electron microscopy (SEM), all epididymal sperm from *Arrdc5−/−* mice possessed head abnormalities that were strikingly different than the normal crescent-shaped morphology of sperm from *Arrdc5*+*/+* mice (Fig. 6b). These included enlarged heads, malformed acrosomes, misshapen equatorial segments, lack of hook rims, flattened heads, and retained cytoplasm (Fig. 6b). In addition to head abnormalities, transmission electron microscopy (TEM) imaging revealed defects in the neck, midpiece, and tail of sperm from *Arrdc5−/−* mice. Notably, we observed sperm lacking the post acrosomal segment, disorganized mitochondrial sheath, retained cytoplasm, and multiple axonemes (Figs. 6c and S14). Furthermore, outcomes of Comet assay analysis revealed significant DNA damage in epididymal sperm from *Arrdc5−/−* mice compared to sperm from *Arrdc5*+*/+* littermates (Fig. 6d, e). Collectively, these findings indicate that ARRDC5 deficiency during spermatogenesis disrupts critical steps in the final phase of differentiation including normal head morphogenesis, cytoskeletal reorganization, mitochondrial positioning, and flagellar development.

**Fig. 6:**
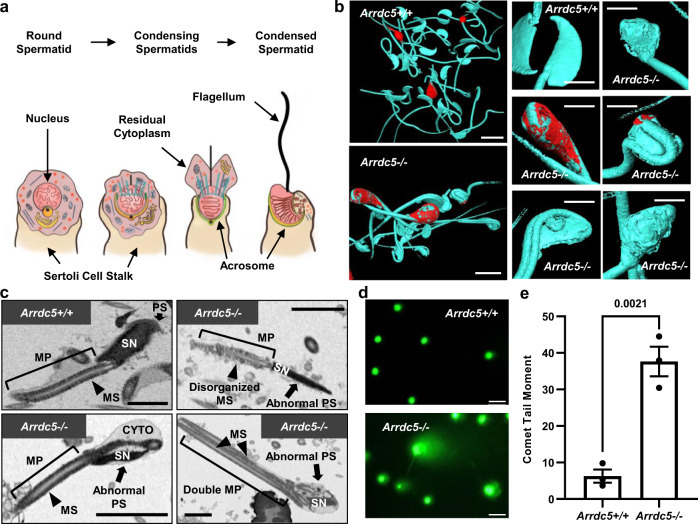
Assessment of spermiogenesis in *Arrdc5−/−* mice. **a** Schematic depicting the major steps in spermiogenesis that occur in the seminiferous epithelium of mouse testes. **b** Three-dimensional scanning electron microscopy for epididymal sperm of adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. A variety of sperm head, neck, midpiece, and tail defects were observed for sperm of *Arrdc5−/−* mice, including retained cytoplasm as indicated by red coloring. Bars are 5 μm. **c** Transmission electron microscopy for epididymal sperm of adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. Defects in the sperm nucleus (SN), post acrosomal segment (PS, arrows), and mitochondrial sheath (MS, arrowheads) of the midpiece (MP, brackets) were observed for sperm of *Arrdc5−/−* mice compared to sperm from *Arrdc5*+*/+* littermates. Bars are 5 μm. **d** Comet assay analysis for DNA fragmentation of epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. Bars are 1 μm. **e** Quantitative comparison of DNA fragmentation levels (defined by the Comet tail moment) for epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. Data bars are mean ± SEM and dots represent values for individual animals (*n* = 3 different animals of each genotype and ten images of 600–700 sperm). Images in **b**–**d** are representative of three independently repeated experiments. Differences between genotypes were analyzed statistically using unpaired two-tailed *t*-tests. Source data are provided as a Source Data file.

The final step in spermiogenesis, referred to as spermiation, is the release of fully elongated spermatids from supporting somatic Sertoli cells into the seminiferous tubule lumen for transport to the epididymis^12^. This process involves aligning of elongated spermatids at the luminal edge of the epithelium, shedding of residual cytoplasm, dissolution of intercellular bridges that connect cohorts of the haploid cells, and disassembly of ectoplasmic specializations that attach the elongated spermatid head to Sertoli cells^28^. Disruption of these steps can result in low sperm numbers in the epididymis, abnormal morphology of the sperm, and sloughing of interconnected sperm. Interestingly, in epididymal flushing from *Arrdc5−/−* males, we observed clumps of malformed sperm in which multiple heads and tails were apparent (Fig. 7a). These conglomerated immature sperm could also be detected by SEM and appeared to be bound by residual cytoplasm (Fig. 7b). In addition, interconnected sperm nuclei could be observed by TEM (Figs. 7c and S14). None of these oddities were observed for any epididymal sperm samples from *Arrdc5*+*/+* littermates. Lastly, we explored whether the timing of elongated spermatid release is disrupted in *Arrdc5−/−* mice. Normally, in the mouse, fully formed step 16 spermatids are released from Sertoli cells via spermiation at stage VIII of the seminiferous cycle when they are aligned at the luminal edge^29^. In cross-sections of testes from *Arrdc5−/−* mice, we observed apparent step 16 elongated spermatids mispositioned deep in the epithelium of 20% of tubule cross-sections (Fig. 7d), an oddity that was not observed in any cross-sections of testes from *Arrdc5*+*/+* littermates. Together, these results suggest that ARRDC5 function during spermiogenesis is important for critical steps in the spermiation process.

**Fig. 7:**
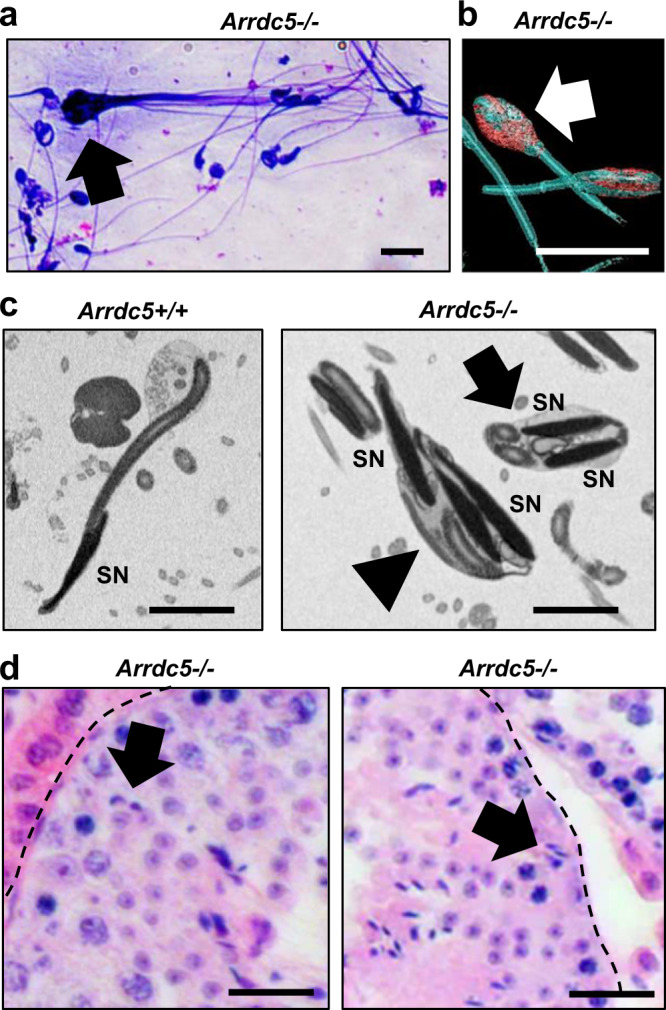
Assessment of spermiation defects in *Arrdc5−/−* mice. **a** Dip Quick stained epididymal sperm from adult *Arrdc5−/*− mice. Arrow indicates a conglomerate of sperm that have been prematurely released from the seminiferous epithelium. Bar is 10 μm. **b** Three-dimenional scanning electron microscopy for epididymal sperm from adult *Arrdc5−/*− mice with an enlarged head wrapped in residual cytoplasm (arrow). Bar is 10 μm. **c** Transmission electron microscopy for epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/−* littermates. Sperm heads with multiple nuclei (SN) that are interconnected (arrow) or enfolded by cytoplasm (arrowhead) were observed for *Arrdc5−/−* mice, an oddity that is not observed with sperm from *Arrdc5*+*/+* mice. Bars are 5 μm. **d** Seminiferous tubule cross-sections from testes of adult *Arrdc5−/−* mice in which elongated spermatids (indicated by arrows) are embedded deep in the seminiferous epithelium. Bars are 25 μm and dashed lines indicate seminiferous tubule basement membrane. All images are representative of three independently repeated experiments.

### ARRDC5 regulation of spermatogenesis is intrinsic to germ cells

Finally, we aimed to determine whether defects in sperm production of *Arrdc5−/−* mice are intrinsic to germ cells. Although the expression profile for *Arrdc5* mRNA and protein suggested germ cell specificity in adulthood, the possibility of genetic inactivation causing impairments in somatic cell function to properly support normal spermatogenesis could not be ruled out by studying the knockout mouse only. To confirm the indication, we isolated spermatogonial stem cells (SSCs) from adult *Arrdc5−/−* mice and transplanted them into testes of *Nanos2* knockout males that are ablated of endogenous germline but have functional *Arrdc5* alleles and testicular somatic cells capable of supporting donor-derived spermatogenesis^30^. Donor *Arrdc5−/−* cells were transplanted into one testis of each recipient male and the contralateral testis was transplanted with cells isolated from *Arrdc5*+*/+* littermates (Fig. 8a). At 3 months post-transplantation, recipient testes and epididymides were collected for assessment of donor-derived spermatogenesis. Sperm with normal morphology were observed in epididymal flushing from testes transplanted with *Arrdc5*+*/+* SSCs, whereas sperm with abnormal morphology were observed in flushing from epididymis associated with testes transplanted with *Arrdc5−/−* SSCs (Fig. 8b). In addition, seminiferous tubules with normal appearing epithelium and complete spermatogenesis were observed in cross-sections of recipient testes transplanted with *Arrdc5*+*/+* SSCs, but the epithelium in tubules colonized by *Arrdc5−/−* SSCs appeared disrupted (Fig. 8b). Collectively, these findings demonstrate that ARRDC5 function in spermatogenesis is intrinsic to germ cells.

**Fig. 8:**
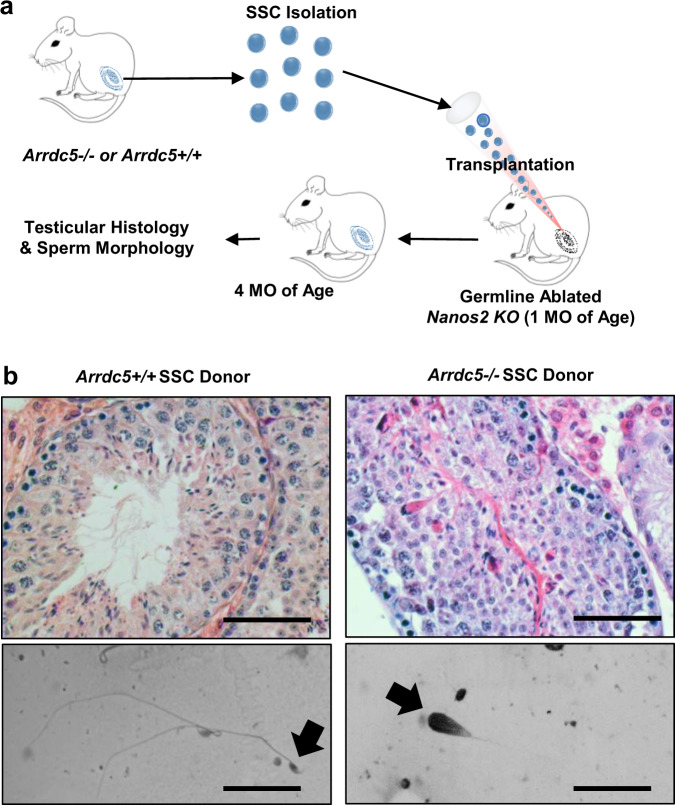
Assessment of germ cell-intrinsic defects of *Arrdc5−/−* mice. **a** Schematic of experimental strategy to assess whether defects in spermiogenesis are intrinsic to germ cells of *Arrdc5−/−* mice. **b** Seminiferous tubule cross-sections from testes (upper panel) and epididymal flushing (lower panel) of recipient mice 3 months after transplantation with spermatogonial stem cells from adult *Arrdc5*+*/+* or *Arrdc5−/*− littermates. Normal spermatogenesis was observed for recipient males transplanted with spermatogonial stem cells from *Arrdc5*+*/+* donor males, whereas abnormal spermatogenesis was observed for recipients transplanted with spermatogonial stem cells from *Arrdc5−/−* donor males. Bars are 25 μm (upper panel of cross-sections) and 50 μm (lower panel of flushing). Images are representative of two independently repeated experiments.

## Discussion

Arrestin family molecules are well known to be highly conserved throughout eukaryotic evolution and have been characterized in an array of mammalian cell types^17,20,22^, yet expression and functional importance in the testis and spermatogenesis of any species have been undefined. A previous study found enriched expression of ARRDC4 in the mouse epididymis and genetic inactivation led to a reduction in fertility^23^, likely through extrinsic influences that the organ has on the final maturation of sperm to gain fertilizing capacity. Aside from this single study, a characterized expression for any other α-arrestin molecule has, at present, not been reported in the peer-reviewed scientific literature. In addition, the functional relevance of any α-arrestin molecule in regulating spermatogenesis is currently unknown. Thus, the results of the present study represent a breakthrough discovery of ARRDC5 as an α-arrestin that is likely expressed exclusively in germ cells across mammalian species and has an essential role in normal sperm morphogenesis and male fertility. This finding opens many new avenues for investigation, including the linkage of mutations to infertility in an array of mammalian males and the development of a novel male contraceptive approach. Although our findings clearly show that ARRDC5 is an essential regulator of sperm morphogenesis, the mechanism of action is undefined and filling this gap in knowledge will be important for understanding how genetic deficiency could lead to infertility as well as targeting the molecule for male contraceptive development.

In somatic cells, arrestin molecules are known to function as modulators of ubiquitination which is a three-step posttranslational modification process that covalently attaches ubiquitin molecules to proteins^22^. A variety of cellular functions are influenced by this process, including tagging of proteins for degradation, protein trafficking, and shaping of chromatin structure^31^. Following activation of the ubiquitin molecule by an E1 enzyme, transfer to the protein is facilitated by an E2 conjugating enzyme, and finally, an E3 ligase creates the covalent bond. While the E1 and E2 enzymes are universal in their functions, the family of E3 ligases associates with arrestin molecules that serve as adapters to determine substrate specificity for tagging of targeted proteins^20–22^. In mammals, three major classes of E3 ubiquitin ligases are expressed: HECT type, RING-type, and RBR-type. Although several previous studies have profiled the expression of genes involved with ubiquitination in mammalian testes^32–35^, identification of functional roles in regulating spermatogenesis have been limited. In mice that are homozygous for a null allele encoding the RING-type E3 ligase RNF8, spermatogenesis is defective with several impairments that reflect OAT, including reduced sperm count and high percentages of immotile and morphologically abnormal sperm^36^. In addition, although male mice that are knockout for the RING-type E3 ligase RLIM (also known as RNF12) are fertile, conditional inactivation of the gene in germ cells results in a reduction of sperm numbers, motility, and fertilization capacity^37^. Beyond spermatogenesis, expression of both RNF8 and RLIM occurs in an array of tissues and cell types where the molecules have important biological roles. Both male and female RNF8 null mice display a range of developmental abnormalities that reduce lifespan and increase incidences of cancer^38–40^. For RLIM, due to being X-linked and having a role in imprinting, female embryos that are homozygous for null alleles die during the peri-implantation period and deficiencies in expression and/or function are linked with multiple disease states^41^. Recently, the RING-type E3 ubiquitin ligase RNF133 was identified as having testis-enriched expression in mice and genetic inactivation was shown to cause subfertility due to impaired sperm morphogenesis and motility^42^. Like it’s α-arrestin family members, whether ARRDC5 interacts with any of the E3 ubiquitin ligase subtypes to facilitate substrate specificity remains to be explored experimentally.

In general, the ARRDC subfamily of α-arrestins influence ubiquitination via association with HECT-type E3 ubiquitin ligases through a PPxY (or PY) motif; notably, ARRDC5 is unique in that it is the only family member that lacks this feature^20,22^. Thus, if ARRDC5 does modulate ubiquitination in male germ cells, it will likely be via a novel mechanism that involves association with RING-type or RBR-type E3 ligases. Intriguingly, our finding of testis-specific expression for ARRDC5 opens the possibility of how spermatogenic lineage-specific protein ubiquitination could have evolved in Mammalia.

In addition to facilitating ubiquitination, arrestin molecules are known to function as modulators of G protein couple receptor (GPCR) signaling in somatic cells^43^. The visual/β-arrestins are well characterized for having roles in regulating the trafficking and inactivation of GPCRs through binding interactions at both the N- and C-terminal domains^44,45^. These regions of β-arrestin molecules contain clathrin and AP-2 binding sites that mediate endocytosis of GPCRs. Comparatively, α-arrestins lack β-arrestin N-terminus helix domains as well as clathrin binding sites^17^. Thus, whether α-arrestins function as modulators of GPCRs remains to be elucidated and could be cell type dependent. At present, most of what is known about mechanisms of action for α-arrestins in eukaryotic organisms comes from studies of budding yeast^17,20,22^. In this model system, emerging evidence suggests that α-arrestins function in the endocytosis of nutrient transporters to regulate cellular responses to metabolic signaling^46–48^. In mammalian cells, heterodimerization of β-arrestins and ARRDC1 to modulate GPCRs has been reported^49^. In addition, ARRDC1-4 are known to interact with nutrient transporters in mammalian somatic cells^19,50^. In contrast, although ARRDC5 possesses an arrestin domain, the N- and C-terminal regions are distinct, and its molecular functions in any mammalian cell type are largely unknown^17^. Our discovery that ARRDC5 is expressed uniquely by testicular germ cells across Mammalia and plays a critical role in sperm formation opens an intriguing new area of investigation into evolutionary biology and future investigations into its mechanism of actions may yield important information for understanding how other ARRDCs function.

Oligoasthenoteratospermia (OAT) is a common clinical presentation for men as well as domestic animals and endangered species that are infertile, yet, at present, the molecular deficiencies that could lead to the disorder are largely undefined. Our discovery that *Arrdc5−/−* mice are infertile due to severe OAT, have an otherwise normal physiology, and the gene is highly conserved as a 1:1 ortholog across mammalian species opens the intriguing possibility that deleterious mutations could be underlying causes of fertility defects. To fertilize an oocyte and yield a developmentally competent embryo either in vivo or in vitro, sperm must possess a properly formed head, including a correctly assembled haploid genome and intact acrosome, and a flagellum that can hyperactivate. These attributes are created during the final phase of spermatogenesis via the intricate process of spermiogenesis. Inside the female reproductive tract, sperm must undergo capacitation which involves hyperactivation of the flagellum to propel the sperm to the site of fertilization and acrosomal exocytosis, which is required for penetration of the zona pellucida and progression of sperm-egg fusion. We found that sperm generated in the absence of ARRDC5 function are unable to hyperactivate and possess malformed acrosomes; thus, neither in vivo nor in vitro fertilization of ovulated eggs that possess intact zona pellucida is possible. However, we found that some sperm from *Arrdc5−/−* mice can fertilize oocytes that have had the zona pellucida removed or have been microinjected and these embryos advance to the blastocyst stage in vitro, albeit at a low frequency. These findings suggest that some sperm generated in the absence of ARRDC5 function possess a normal haploid genome, but whether embryos formed in this manner are competent for gastrulation and can yield live offspring is unknown. Addressing this gap in knowledge is likely important for assisted reproductive technology settings in which males present with OAT, and either IVF or intracytoplasmic sperm injection (ICSI) will be used to generate embryos for the intent of establishing pregnancies. If the male possesses deleterious mutations in the *Arrdc5* gene that lead to the formation of sperm with an improperly packaged paternal genome, use in assisted reproductive technologies would be questionable.

Over the last two decades, several studies have described various genetic deficiencies in mouse models that lead to poor sperm parameters^5,51–57^. Although many of the phenotypes include aspects of OAT, most models do not fully reflect the pathologies of infertile men, domestic animals, or endangered species and expression of the genes occurs in multiple organs as well as testes. Although several genes with testis-enriched expression have been discovered in mice to have important roles in spermatogenesis, knowledge of genes expressed specifically in testicular germ cells that have an essential intrinsic role and functional translation from discovery in mice to evolutionary conservation in other mammalian species has been limited. Studies by Zheng et al., 2007, discovered that the gene spermatid maturation 1 (*Spem1*) is testis-specific in mice and humans, and inactivation in mice leads to defective shedding of cytoplasm during spermiogenesis, as such, the sperm heads are malformed and positioned incorrectly for fertilization, thus leading to infertility. However, the epididymal sperm concentration of *Spem1−/−* mice was in the normal range and defects in the neck, midpiece, and flagella were not observed^57^. Similarly, expression of coiled-coil domain-containing 62 (*Ccdc62*) is specific for testes of mice and knockout causes sterility due to severe malformations of the sperm head and defective flagella, but epididymal sperm count is not altered^58^. Notably, two genes have been discovered in mice that are expressed exclusively in testes and strongly reflect OAT; capping protein (actin filament) muscle Z-line, alpha (*Capza3*)^59^, and homeodomain-interacting protein kinase 4 (*Hipk4*)^55^. Studies by Geyer et al., 2019, found that an inactivation point mutation in the *Capza3* coding sequence was the cause of infertility in mice possessing an ENU-induced mutation that had been referred to as *repro32*. Expression of CAPZA3 is testis-specific and mice homozygous for the inactivating *repro32* mutation have low epididymal sperm numbers, poor sperm motility, and abnormal sperm morphology^59^. With HIPK4, expression is predominant, but not exclusive, to the testis of mice and humans (GTEx Portal), and genetic knockout leads to infertility due to reduced sperm production, impaired sperm motility, and abnormal head as well as tail morphogenesis^55^. The morphological abnormalities of sperm produced in the absence of CAPZA3, HIPK4, or ARRDC5 are similar but whether these molecules are connected mechanistically during normal spermiogenesis is unknown and should be an interest of future investigations. Interestingly, deficiency in ARRDC5 appears to have a wider range of defects than either CAPZA3 or HIPK4 deficiency. For example, macrospermia was observed with *Arrdc5−/−* mice but this abnormality was not reported for *Capza3–/−* or *Hipk4−/−* mice. Also, sperm capacitation was reported to be normal for sperm of *Hipk4−/−*^55^, but is significantly impaired for sperm from *Arrdc5−/−* mice. Clearly, *Arrdc5−/−* mice offer a unique model of study for better understanding the molecular mechanisms that drive sperm morphogenesis and defining how deficiencies can lead to OAT in males of a variety of mammalian species.

Although the exact molecular function of ARRDC5 in male germ cells remains to be elucidated, the presumed biological role as an E3 ubiquitin ligase adapter may make it a druggable target for male contraceptive development. Ideally, a drug-based reversible male contraceptive would target the end phase of spermatogenesis to render sperm incapable of natural fertilization. In this way, the testicular size would not be reduced, the endocrine system would be unperturbed, and precursor spermatogenic cell types (e.g., spermatogonia) would not be impacted. In mice, we found that *Arrdc5* mRNA is detectable in spermatogonia, spermatocytes, and spermatids, but the protein is present in round and elongated spermatids only. In addition, the inferred subcellular localization of the ARRDC5 protein is cytoplasmic. Furthermore, the potential for drug interference of ARRDC5 function to impact physiological systems other than spermatogenesis is potentially minimal, given that *Arrdc5* knockout male and female mice are normal. For these reasons, targeting ARRDC5 with small-molecule inhibitors may provide an excellent avenue for novel male contraceptive development.

## Methods

### Animals

Animal procedures were approved by the Washington State University Animal Care and Use Committee (IACUC). Mouse lines were procured from Charles River Laboratories (CD1/ICR, stock no. 022), The Jackson Laboratory (C57BL/6J, stock no. 000664, and 129S1/svlmJ, stock no. 002448), Ervigo (ICR/CD1, stock no. Hsd-ICR CD-1®) or created at Washington State University. Cattle were prepubertal Holstein bull calves obtained from the Washington State University Knott Dairy. Pigs were prepubertal mixed breed males obtained from a local swine producer.

### Single-cell RNA-sequencing and gene ontology analysis

Testes from prepubertal Holstein breed cattle and mixed breed pigs were collected by castration. For all samples, testicular single-cell suspensions were generated using the methodology previously described by refs. ^30,60^. Briefly, testicular parenchyma was enzymatically digested with trypsin-EDTA solution (Sigma-Aldrich) followed by Collagenase IV (Worthington) with DNase I (Sigma-Aldrich) using gentleMACS Octo-Dissociator (MiltenyiBiotech). Enzymatic activity was then blocked (10% FBS; Gibco), live cells (~8,000 per sample) were then loaded into a Chromium Controller (10X-Genomics, Inc.), and cDNA libraries were generated using v2 chemistry kits (10X-Genomics, Inc.). Libraries were pooled at proportions netting equal read depth and sequenced in a single lane on an Illumina HiSeq 4000 (Genomics and Cell Characterization Core Facility, University of Oregon). Raw base call files were demultiplexed using the 10X-Genomics Cell Ranger pipeline (v2.1.0) and aligned to the bovine genome (ARS-UCD1.2) or porcine genome (Sscrofa11.1). Raw mice P6 testis library was generated in previous studies^24^ and aligned to mouse genome assembly (GRCm39).

A total of seven raw testis transcriptomes (mouse *n* = 1, pig *n* = 3, and cattle *n* = 3) were merged and integrated with R-Studio (v.3.4.4) with Seurat (v2.3.2) and Monocole (v2.6.4) packages. Low-quality cell transcriptomes and doublets were determined and excluded within each library, and gene annotations were standardized between species. The full dataset was then normalized, scaled, and dimensionally reduced using Seurat (v2.3.2). Standard log-normalization preprocessing and identification of variable features were performed for each dataset, followed by placing anchors. The integrated matrix was then used for downstream analysis and clustering visualization by UMAP. Clusters were assigned cell type identities based on the expression of canonical biomarker genes (i.e.,: *Ddx4* for germ cells). Differential gene expression for the germ cell cluster compared to other cell clusters was determined based on average expression and dispersion. Ontology analysis for differentially expressed germ cell genes was performed using PANTHER (v13.1). Venn diagram analysis was accomplished using Venn Diagram software (https://bioinformatics.psb.ugent.be/webtools/Venn/; Bioinformatics & Evolutionary Genomics).

### RT-PCR analysis

Total cellular RNA was isolated from testicular parenchyma, brain, kidney, liver, heart, adipose, pancreas, lung, muscle, epididymis, and skin of prepubertal and mature cattle, pigs, and mice (Trizol; Invitrogen) and genomic DNA contamination was removed (DNA-free^TM^ Kit, Ambion). For each sample, 1 μg of RNA was reverse transcribed to cDNA using the SuperScript IV First-Strand Synthesis System (Invitrogen). Reactions performed without reverse transcriptase enzyme served as -RT controls, and residual RNA was eliminated (RNaseH, Invitrogen). For *Arrdc5* RT-PCR, primers were designed based on reference genomes for bovine (NM_001128508.2), porcine (KF589203.1), and murine (NM_029799.1). Nucleotide sequences for all primers are listed in Supplementary Table 1. All PCR reactions were performed using Platinum-SuperFi II Green mix (Invitrogen) and amplicons visualized by agarose gel electrophoresis.

### Generation of *Arrdc5−/−* mice

To engineer an inactivated *Arrdc5* allele in the mouse genome, CRISPR-Cas9 gene editing was employed. Dual single guide RNAs (sgRNAs) were designed using CRISPOR^61^ and based on the mouse reference genome sequence (NM_029799.1) to delete a large portion of exon 1 of the *Arrdc5* coding sequence (CDS). The top-ranking sgRNAs (CDS_target scores of >80) were selected and synthetically generated (Synthego Inc.) (Supplementary Table 1). To generate ribonucleoprotein (RNP) complexes, sgRNAs and TrueCut^TM^ Cas9 Protein v2 (Thermo Fisher) were diluted at a 1:1 mass ratio.

Next, superovulated 5–7-week-old C57BL/6 J females were paired overnight with 129SvlmJ males. Zygotes were incubated with RNP complexes followed by electroporation (30 V and 3 ms/pulse X 7; BTX, Harvard-Apparatus) as described previously. Following electroporation, zygotes were cultured in EmbryoMax-KSOM (MilliporeSigma) at 37 °C in an atmosphere of 5% CO_2_ for 3.5 days to produce blastocysts and transferred to synchronized recipients by the non-surgical procedure^62^. Several E0 offspring were produced from these embryo transfers, and a male heterozygous for an *Arrdc5* allele with a 308 bp deletion was selected as a founder to generate an experimental line. Breeding of the *Arrdc5*^*308Δ/+*^ founder male to wild-type C57BL6/J females resulted in germline transmission, and the N1 offspring were then crossed for filial breeding to create an experimental line for analysis. Homozygous *Arrdc5*^*308Δ/Δ*^ mice were born at expected Mendelian ratios and were viable from birth through adulthood. For genotyping analysis, primers were used to amplify the murine Arrdc5 CDS (Supplementary Table 1). PCR products were visualized by agarose gel electrophoresis and Senger sequencing (BigDye Terminator v3.1 Cycle Sequencing Kit; Thermo Fisher). Mutation detection was made by aligning base calls to the reference genome sequence for murine *Arrdc5* (Accession: ENSMUSG00000073380).

### Generation of *Arrdc5-eGfp* mice

To balance position and off-target potential, two Cas9 target sites were selected using CRISPOR^61^. The sgRNAs (Supplementary Table 1) were generated using a cloning-free method^63^, with oligonucleotides (Eurofins-Genomics), in vitro transcription (Thermo Fisher), and column purification (Zymo-Research). To determine the editing potential in mouse zygotes, RNPs of the sgRNAs and Cas9 protein were electroporated into zygotes^62^. At the blastocyst stage, embryos were collected, and editing at the *Arrdc5* target site was analyzed by heteroduplex mobility shift assay^63^, using the LF2 and RR2 primers (Supplementary Table 1). The repair template was generated via NEBuilder-HiFi assembly (NEB) in pBluescript SK(+) (Agilent, plasmid #X52328). *eGfp* was amplified from pcDNA3-eGfp (a gift from Doug Golenbock; Addgene plasmid #13031), and 1 kb homology arms were amplified from C57BL6/J genomic DNA. The P2A peptide sequence was included as an extension in the oligonucleotide that overlapped the left homology arm and EGFP. After correct assembly was confirmed by sequencing, a biotinylated dsDNA donor was generated using biotinylated primers (Eurofins-Genomics) and Q5 DNA polymerase. The Cas9-streptavidin fusion (Cas9mSA) was transcribed from PCS2 + Cas9mSA (a gift from Janet Rossant, Addgene plasmid #103882) using the mMessage machine SP6 capped RNA transcription kit (Thermo Fisher) and purified via LiCl precipitation and a subsequent RNA column purification (Zymo-Research). For initial testing of knock-in efficiency, the guide pair, Cas9mSA, and biotinylated donor were co-injected in 2-cell embryos. At the blastocyst stage, the knock-in rate was assessed using nested PCR with the locus primer (LF1) and the other primer within *eGfp* (LR) (Table S1). A >30% knock-in rate was achieved, sufficiently high to generate knock-in animals.

Microinjection of two-cell embryos was performed using the methodology described previously in ref. ^64^. Briefly, superovulated 5–7-week-old C57BL/6 J females were paired overnight with males of the same strain. Two-cell embryos were recovered by flushing the oviducts with M2 medium (MilliporeSigma). For microinjection, embryos were equilibrated and washed in KSOM-Advanced (MilliporeSigma). Roughly 3–5 pl of a solution containing 50 ng/ml sgRNA, 100 ng/ml Cas9MSA mRNA, and 30 ng/ml dsDNA donor was injected into the nucleus of each blastomere using Sutter/Xenoworks (Novato) micromanipulators. Following microinjection, embryos were cultured to the blastocyst stage in KSOM-AA (CytoSpring) at 37 °C and 5% CO_2_ and were individually screened to assess the correct knock-in rate. Additional embryos were microinjected and surgically transferred to the oviducts of 0.5 dpc pseudopregnant females. Tail biopsies were obtained from the resulting founder pups and screened by PCR. Two putative founders carrying the correct modification were bred with wild-type C57BL6/J mates, and positive N1 generation offspring were used for further breeding. Some breeders were back-crossed to wild-type C57BL6/J mice for two to three additional generations to further dilute any potential off-target genomic editing.

### Testis histology and immunostaining

Following euthanasia, testicular and epididymal tissues were fixed in Bouin’s solution (Sigma-Aldrich Inc.) or 4% paraformaldehyde (PFA; Pierce), respectively, for 24 h at 4 °C, followed by dehydration in graded series of ethanol and xylenes and then embedded in paraffin. Cross-sections of 5 μm were generated and deparaffinized. For testicular and epididymal histology, cross-sections were stained with hematoxylin (Sigma-Aldrich) and eosin (Ricca Chemical) and viewed by light microscopy (IX51; Olympus). Digital images were captured at 100 to 200X magnification (TH4-100 digital camera and CellSens Dimensions software v.3.2; Olympus).

For fluorescent immunostaining analysis, tissue cross-sections were processed for antigen retrieval by incubation. Nonspecific antibody binding was blocked by incubating sections in a solution containing 10% donkey or normal goat serum, 1% BSA (Sigma-Aldrich), and 0.025% Triton X-100 (Sigma-Aldrich) in PBS at room temperature for 2 h. Cross-sections were then incubated overnight at 4 °C with primary antibody or normal IgG (control) in a solution containing 1% BSA (Sigma-Aldrich) in 0.025% Triton X-100 (Sigma-Aldrich) in PBS, followed by washing in PBS 3x and then incubation with secondary antibody at room temperature for 2 h. All antibodies and dilutions used are provided in Supplementary Table 1. Coverslips were then mounted with Prolong-Gold reagent containing DAPI (Thermo Fisher) and viewed by fluorescence microscopy (IX51, Olympus). Digital images were captured at 200–400X magnification.

### Fertility assessment, in vitro fertilization, and intracytoplasmic sperm injection

To assess the impacts of ARRDC5 loss-of-function on fertility, *Arrdc5−/−* male and female mice were paired at 2 months of age with pubertal wild-type C57BL6/J counterparts. Controls were male littermates possessing functional *Arrdc5* alleles (*Arrdc5*+*/+*) that were also paired with C57BL6/J females. All pairings were maintained for 4 mo, and the number of offspring born was recorded as a measure of fecundity.

For in vitro fertilization analysis, the cauda of the epididymis from *Arrdc5−/*− and *Arrdc5*+*/+* mice were excised following euthanasia and diced in EmbryoMax-M2 Medium (M2, MilliporeSigma). After 15 min of incubation at 37 °C, sperm suspensions were collected, pelleted by centrifugation (at 600 × *g* for 7 min), and resuspended in EmbryoMax Human-Tubal-Fluid medium (HTF, MilliporeSigma) containing BSA (3 mg/mL, Sigma-Aldrich) at a concentration of 1 × 10^7^ cells/ml followed by incubation at 37 °C for 1 h to induce capacitation. Next, cumulus-oocyte complexes (COCs) were harvested from the oviducts of superovulated C57BL6/J female mice and suspended in HEPES-buffered M2 media. Cumulus cells were removed by incubation in a hyaluronidase solution (0.1% w/v hyaluronidase type IV, Sigma-Aldrich) at 37 °C for 15 min. Finally, enzymatic activity was blocked by washing denudated oocytes in TYH + BSA media, and ~20 oocytes were placed per well containing pre-equilibrated HTF + BSA media, and in vitro capacitated sperm were added to each well at a concentration of 1 × 10^6^ cells/ml followed by incubation at 37 °C for 4 h in a humidified incubator with an atmosphere of 5% CO_2_ in the air. For zona pellucida-free IVF experiments, denudated oocytes were incubated in Tyrode’s acid solution (Sigma-Aldrich Inc.) for 30 s, followed by washing several times in HTF + BSA before the addition of sperm at a concentration of 1 × 10^5^ cells/ml. After the 4 h incubation period, sperm-oocyte complexes were washed and cultured in pre-equilibrated EmbryoMax-Advanced KSOM media (MilliporeSigma) at 37 °C in a humidified incubator with an atmosphere of 5% CO_2_ in the air and under mineral oil (Ovoil, Vitrolife). Two-cell cleavage and blastocyst rates were calculated at 24 and 72 h post-onset IVF.

For intracytoplasmic sperm injection (ICSI), 3–6-week-old C57BL6/J x DBA2/J hybrid females were superovulated using intraperitoneal injection of 5 IU pregnant mare serum gonadotropin (PMSG, Prospec Bio), followed 46–48 h later by injection of 5 IU human chorionic gonadotropin (hCG, Prospec Bio) and metaphase II eggs were collected from ampullae of the oviducts 13–16 h later. Cumulus cells were detached using 3 mg/ml hyaluronidase and washed in M2 medium (Sigma-Aldrich) and placed in a humidified incubator containing 5% CO_2_ in air at 37 °C until use. Immobilized sperm heads were then isolated by sonication and drawn into a Piezo drill-driven micropipette and injected into the egg cytoplasm with a minimal volume of media. Following sperm head microinjection, eggs were cultured in KSOM (MilliporeSigma) under mineral oil in a 37 °C, 5% CO_2_ incubator.

### Sperm parameter analysis

Epididymis from adult *Arrdc5−/−* and *Arrdc5*+*/+* mice (8–16 weeks of age) were excised following euthanasia, as previously described, in a standard volume of 300 μl M2 medium (MilliporeSigma) followed by incubation for 15 min at 37 °C in a humidified incubator with an atmosphere of 5% CO_2_ in the air. Sperm concentration and percent motility were calculated using computer-assisted sperm analysis (CASA, Microptic) using SCA software (v1.mouse, Microptic). For morphology analysis, sperm were spread on glass slides, processed for differential Dip Quick staining (JorVet), visualized by light microscopy at 400X or 630X magnification, and the percentage with abnormal head size and shape, midpiece deformities, and tail defects was calculated. For each sample, a minimum of 250 sperm in 10 or more fields of view were scored for normal or abnormal morphology.

### Sperm capacitation analysis

Epididymal sperm were collected, pelleted (600×*g* for 7 min), and incubated for 1 h in HTF + BSA media as previously described. Motility and hyperactivation rates were calculated by CASA (Microptic) at 0 and 1 h of incubation. In vitro acrosome reaction was induced by adding the Ca2+ ionophore A23187 (Sigma-Aldrich) to sperm suspensions at a concentration of 10 mM, followed by incubation for 1 h at 37 °C in a humidified incubator with an atmosphere of 5% CO_2_ in the air. Next, sperm were pelleted (600×*g* for 7 min), fixed in 4% PFA in PBS for 15 min, spread on glass slides, and permeabilized by incubation for 5 min in a solution of 0.3% Triton X-100 in PBS. To assess acrosome exocytosis, slides were then incubated for 30 min in PBS containing 2% BSA, 0.01% Triton X-100, and fluorescein-conjugated peanut agglutinin (FITC-PNA, 10 μg/ml, Sigma). After washing with PBS, slides and coverslips were mounted with Vectashield-HardSet reagent containing DAPI (Vector-Labs) and then imaged with a DMi8 inverted fluorescent microscope (Leica-Microsystems; LasX v3.3.0) at 63X magnification. For each sample, a minimum of 250 sperm in 10 or more fields of view were scored for the presence or absence of FITC-PNA staining.

### Sperm DNA integrity analysis

The nuclear DNA integrity of sperm was evaluated using a modified alkaline single-cell gel electrophoresis COMET assay described previously in ref. ^65^. Briefly, glass slides were pre-coated with 1% normal-melting-point agarose (Invitrogen) dissolved in TBE buffer (Sigma-Aldrich). Epididymal sperm collected from adult *Arrdc5*+*/+* and *Arrdc5−/−* mice were diluted in 0.75% low-melting-point agarose in TBE at a concentration of 1 × 10^4^ cells/ml and affixed to pre-coated slides followed by mounting of coverslips and cooling at 4 °C until solidification (~5 min). Coverslips were then gently removed, and slides were covered with a topcoat of 0.75% low-melting-point agarose in TBE. Next, slides were incubated in lysis solution I (100 mM Na2–EDTA, 10 mM Tris, 2.5 M NaCl, pH 11.0, and 20 mg proteinase K; Sigma-Aldrich) for 1 h at 56.8 °C followed by washing with ultrapure water and then incubation in lysis solution II (100 mM Na2–EDTA, 10 mM Tris, 2.5 M NaCl, pH 11.0, 40 mM dithiothreitol, and 2% Triton X-100, Sigma-Aldrich) for 2 h at 4 °C. Slides were washed in ultrapure water and then immersed in cold alkaline electrophoresis solution (300 mM NaOH, 1 mM Na2–EDTA, pH O13.0; Sigma-Aldrich) for 20 min. Electrophoresis was then performed for 25 min at 3 V/cm and 270 mAmp, after which slides were washed in TBE and incubated in increasing concentrations of ethanol solutions (70, 93, and 100%) for 5 min each. Lysed nuclei were stained with SYBR-Safe DNA Gel Stain (Thermo Fisher) diluted in TBE for 15 min and then washed in TBE for 15 min to reduce background staining. Finally, slides were evaluated using fluorescence microscopy (DMi8 inverted microscope; Leica-Microsystems) at 200X magnification. For each slide, 600–700 sperm captured in 10 images were assessed per genotype using Comet-Score software (v1.5, TriTek-Corp).

### Electron microscopy

Epididymal sperm from adult *Arrdc5*+*/+* and *Arrdc5−/*− mice were collected in TYH medium (Card Medium, Cosmo-Bio LTD) and centrifuged for 3 min at 500 × *g*. The supernatant was removed, and pellets were resuspended in an aqueous solution of 2% glutaraldehyde (Ted-Pella Inc.), 2% PFA (Electron Microscopy Sciences), 0.1 M cacodylate (Ted-Pella Inc), and 2 mM CaCl2 (Ted-Pella Inc). Samples were fixed for 6 h at room temperature before microwaving at 300 W for 2 min with 35 °C restrictions. Samples were then pelleted by centrifugation and rinsed in 0.1 M cacodylate buffer (pH 7.2; Ted-Pella Inc.) 3X for 10 min each. Fixation for serial block-face scanning electron microscopy (SBFSEM) was conducted as described previously with slight modifications^66^.

### SSC transplantation

To assess whether abnormalities in sperm morphogenesis are intrinsic to Arrdc5-deficient germ cells, germline transplantation was performed using the methodology described previously^30,60^. Briefly, testicular tissue was enzymatically digested with trypsin-EDTA solution (Sigma-Aldrich), Collagenase IV (Worthington) with DNase I (Sigma-Aldrich). Enzyme inactivation was achieved by adding 10% FBS (Gibco), and the cell suspensions passed through a 40 μm cell strainer. Next, cell suspensions were fractionated by centrifugation (600 × *g* for 8 min at 4 °C) through a 30% Percoll gradient, and the bottom fraction was collected to enrich for spermatogonial stem cells (SSCs), as described previously^60,67^. Cells were suspended in mouse serum-free media^67^ at 8 × 10^6^ cells/ml, and 5–10 μl was microinjected into the seminiferous tubules of *Nanos2−/−* recipient males that are ablated of endogenous germline^30^. For each recipient, one testis received cells from *Arrdc5*+*/+* mice, and the contralateral testis received cells from *Arrdc5−/−* mice. At 3 months post-transplantation, testes and epididymis from recipients were excised following euthanasia and fixed in 4% PFA or Bouin’s solution. Testes were then processed for paraffin embedding, and cross-sections were made for histological analysis. Epididymis from each recipient was flushed to collect sperm which were assessed for morphological defects.

### Quantification and statistical analysis

For scRNA-seq analysis, testicular tissue was collected from three different male pigs and three different male cattle. The downloaded mouse testis scRNA-seq data was generated from one animal. All quantitative comparisons between *Arrdc5*+*/+* and *Arrdc5−/−* littermates were made from three to seven animals of each genotype. Quantitation of testis histology included at least 50 different seminiferous tubule cross-sections for three different males of each genotype.

Statistical analysis for scRNA-seq was conducted using R-Studio (v.3.4.4). For all other quantitative comparisons, statistical differences were determined using the two-tailed unpaired *t*-test and one-way or two-way ANOVA functions of GraphPad Prism software (v9.4.0 and v9.4.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Animal models generated by this study are available through requests of the corresponding author. The single-cell RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus repository under accession ID GSE206156. Source data required for reanalysis are provided with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ARRDC5 expression is conserved in mammalian testes and required for normal sperm morphogenesis
**Source:** Nat Commun. 2023 Apr 17;14:2111. doi: 10.1038/s41467-023-37735-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **ARRDC5 expression is conserved in mammalian testes and required for normal sperm morphogenesis**

Mariana I. Giassetti<sup>1,2</sup>, Deqiang Miao<sup>1,2</sup>, Nathan C. Law<sup>1,3</sup>, Melissa J. Oatley<sup>1,2</sup>, Julie Park<sup>1,2</sup>, LeeLa D. Robinson<sup>1,2</sup>, Lisette A. Maddison<sup>1</sup>, Miranda L. Bernhardt<sup>1</sup>, and Jon M. Oatley<sup>1,2\*</sup>

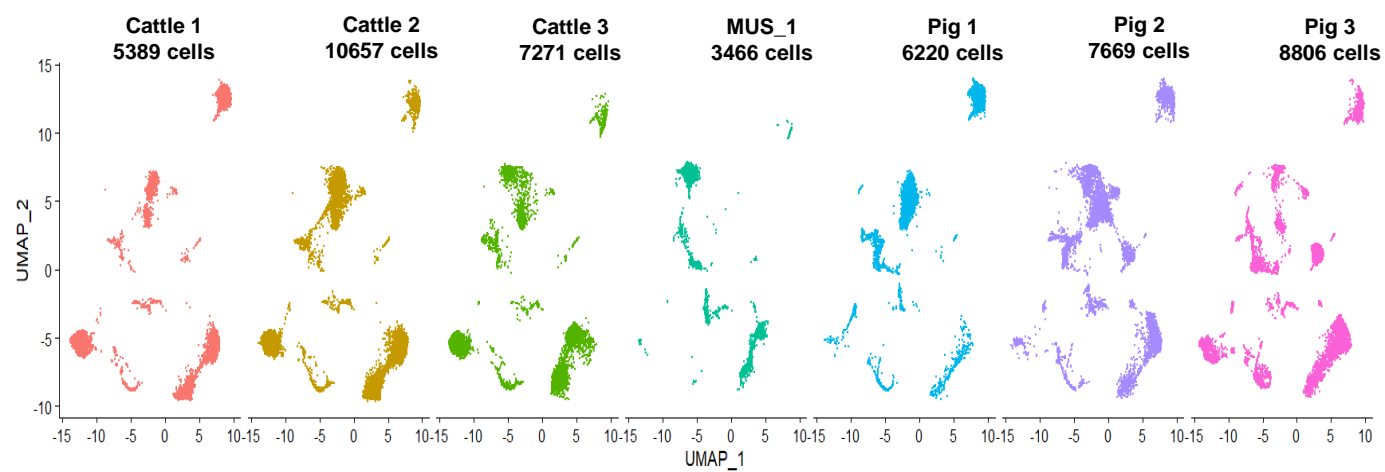

**Supplemental Fig. S1:** Integrated Uniform Manifold Approximation and Projection (UMAP) plots for single cell RNA-seq analysis of testicular tissue from pre-pubertal cattle, pigs, and mice (MUS).

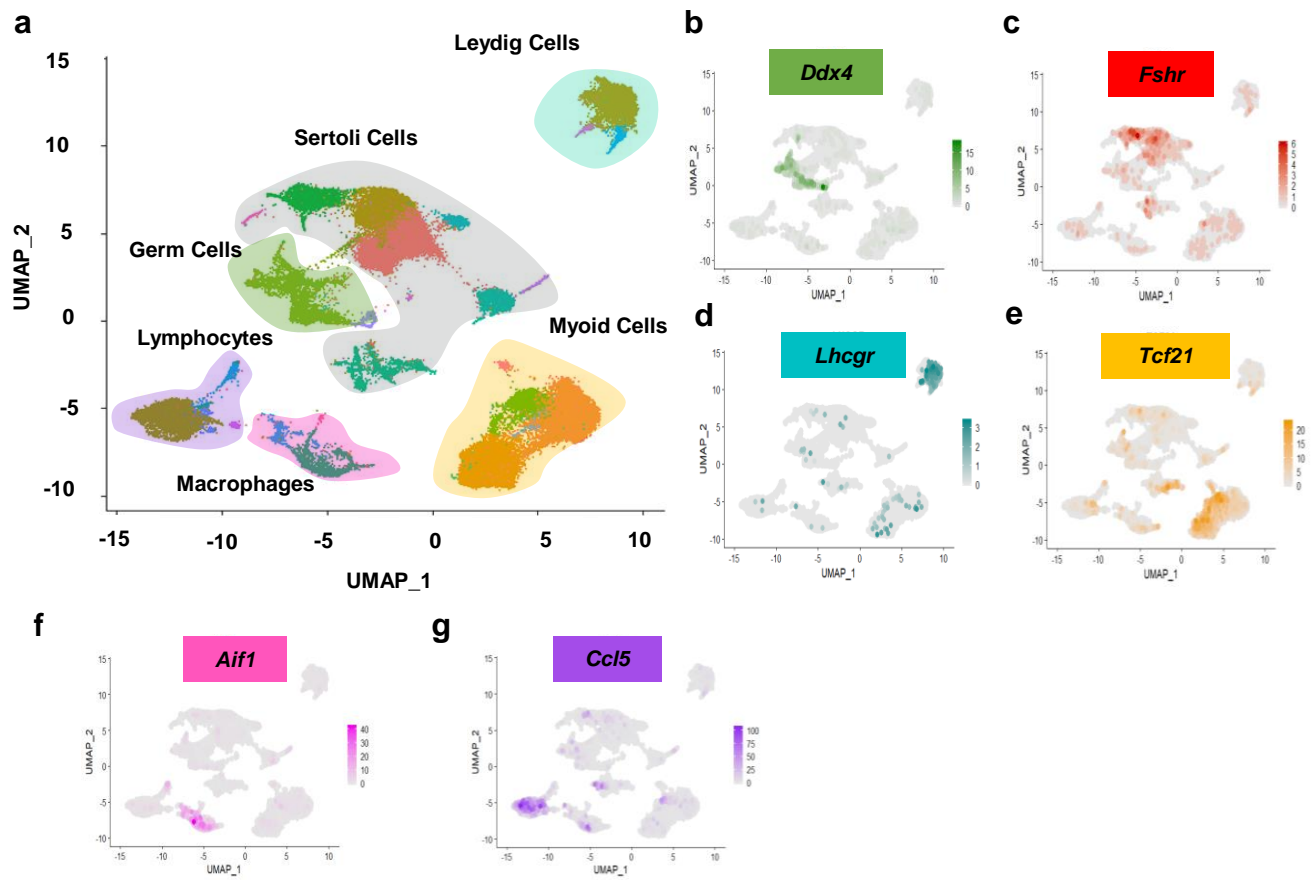

**Supplemental Fig. S2: Biomarker analysis to assign cell-type identities to Integrated Uniform Manifold Approximation and Projection (UMAP) clusters.** **a** Full UMAP plot of multispecies integrated single cell RNA-seq analysis with cell cluster identities. **b** Biomarker assessment for germ cell identity genes. **c** Biomarker assessment for Sertoli cell identity genes. **d** Biomarker assessment for Leydig cell identity genes. **e** Biomarker assessment for peritubular myoid identity genes. **f** Biomarker assessment for macrophage identity genes. **g** Biomarker assessment for lymphocyte identity genes.

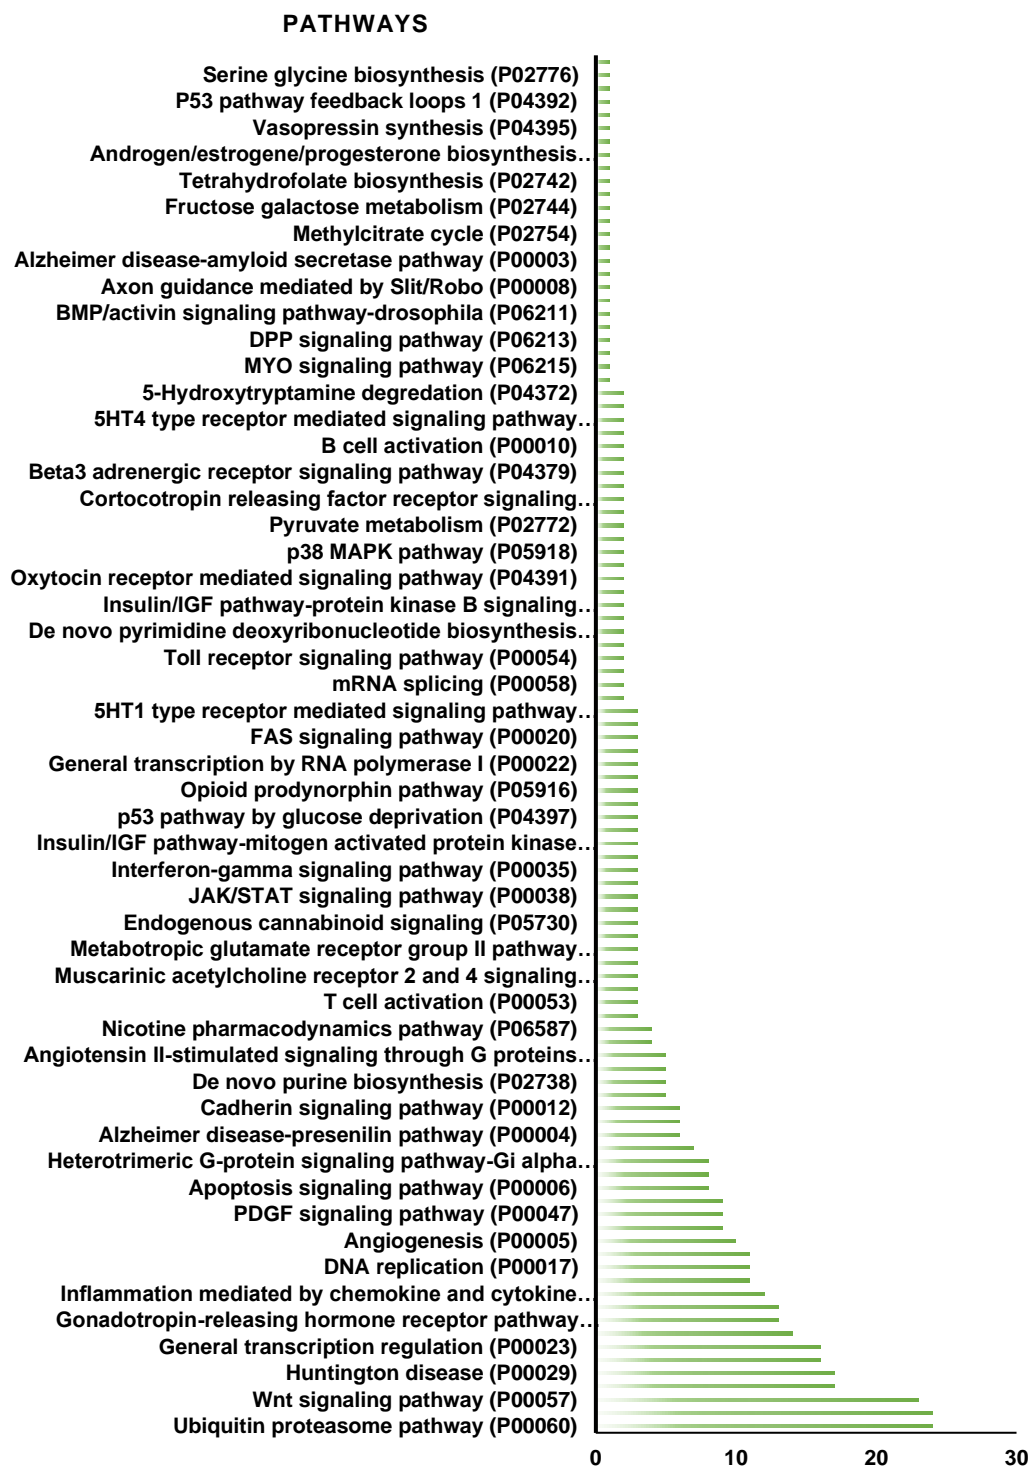

**Supplemental Fig. S3:** Gene ontology analysis for 10,183 genes commonly expressed in germ cells of cattle, pigs, and mice.

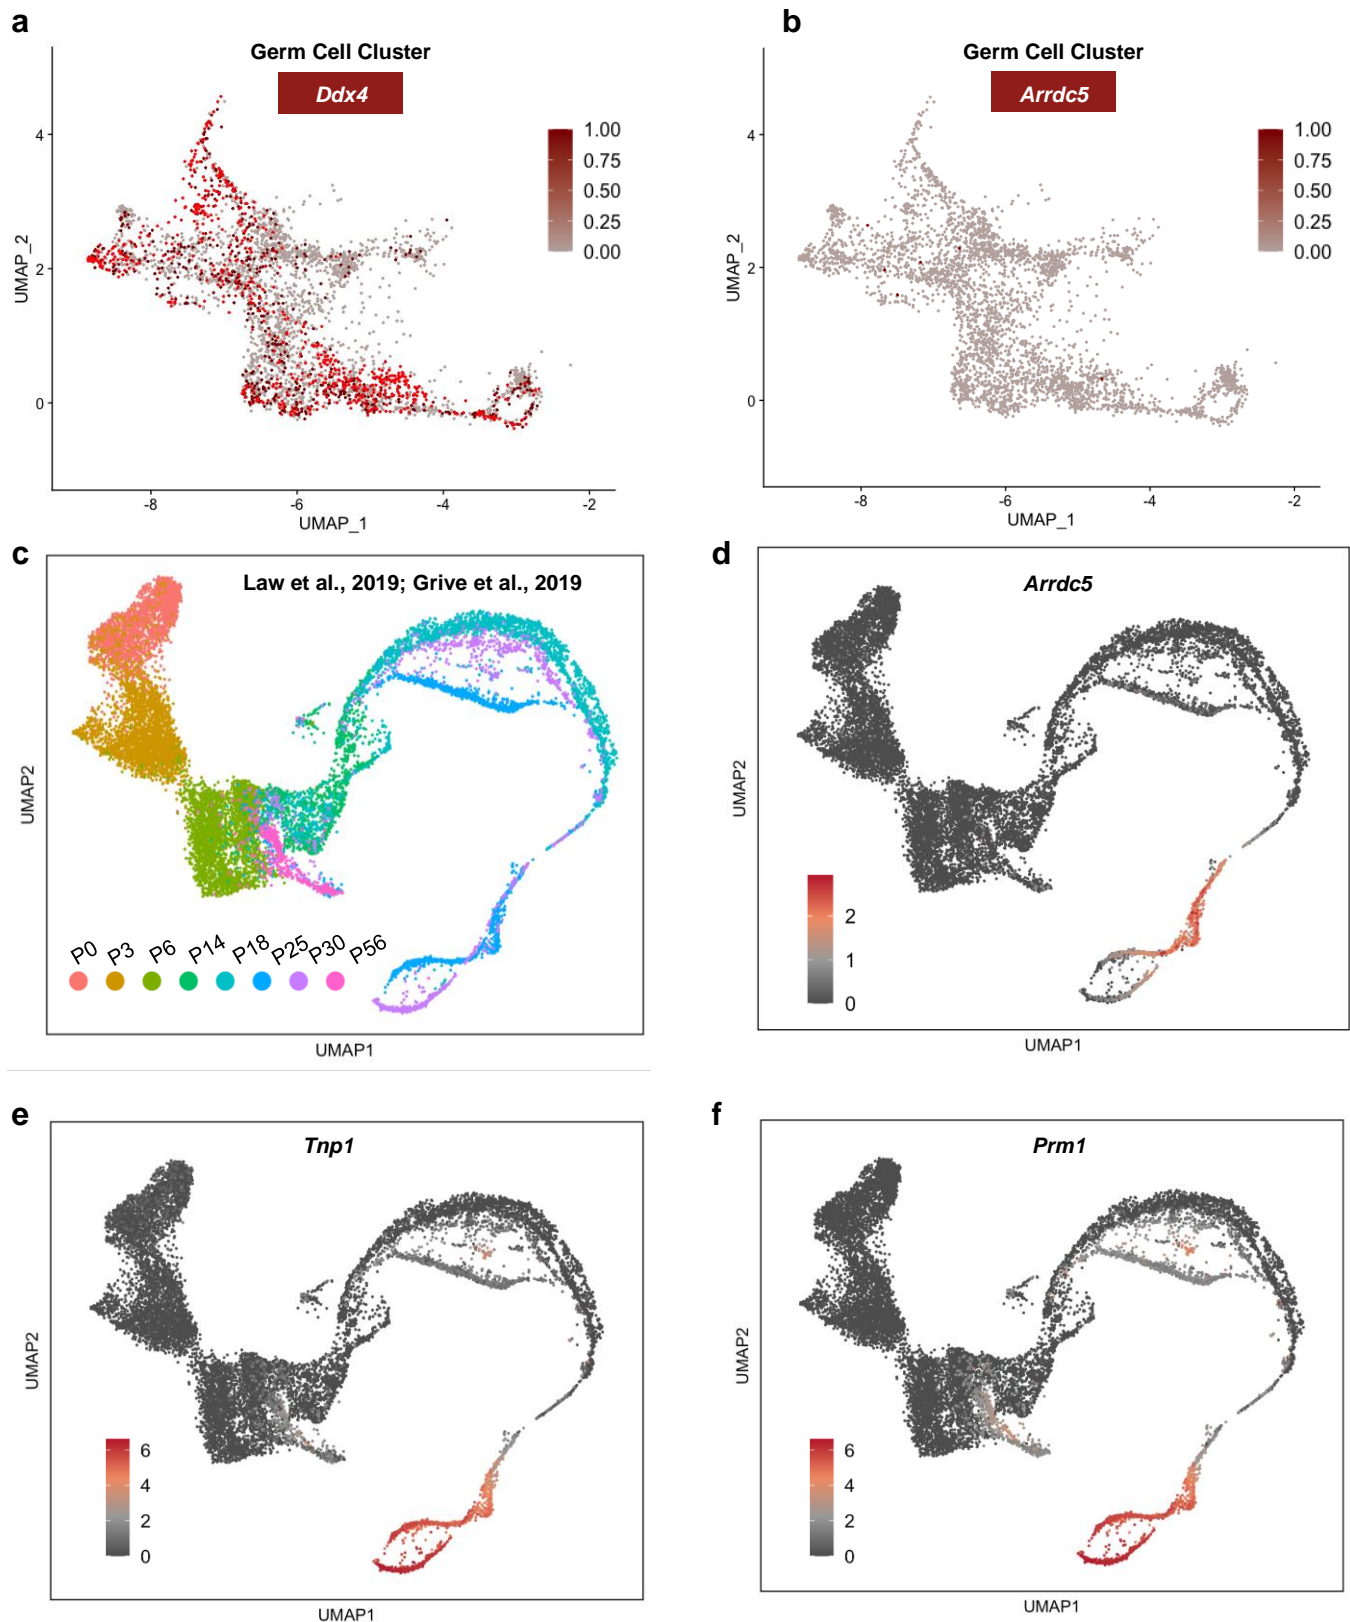

**Supplemental Fig. S5: *ARRDC5* gene expression at the single cell level in testes of mice from late prepubertal development through adulthood.** **a** and **b** Uniform Manifold Approximation and Projection (UMAP) plots of the germ cell cluster from the multispecies integrated single cell RNA-sequencing database produced in this study. **c-f** UMAP analysis of mouse testicular germ cells from late prepubertal development (P14) to adulthood (P56) showing total gene expression **c**, *Arrdc5* expression **d**, and expression of the late spermatocyte/spermatid biomarkers *Tnp1* **e** and *Prm1* **f**. Plots were created from data published by Law et al., 2019 and Grive et al., 2019.

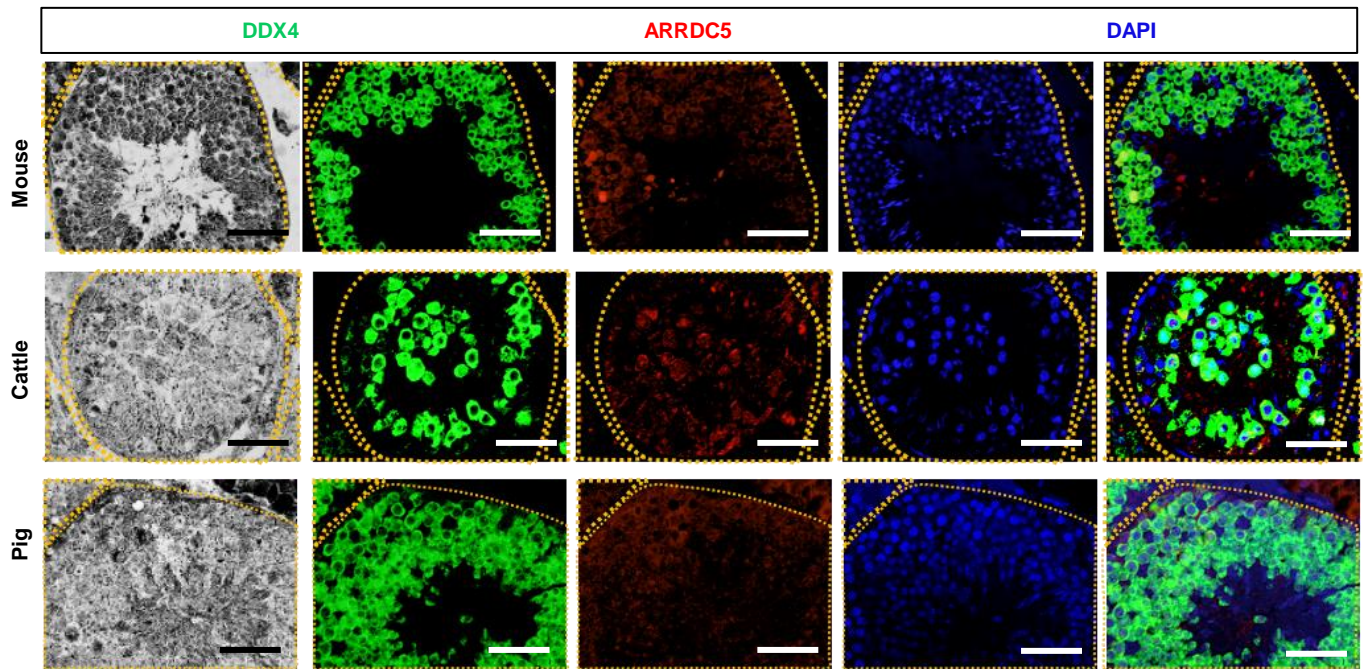

**Supplemental Fig. S6: Fluorescent immunostaining for ARRDC5 protein expression in cross-sections of testes from adult mice, cattle, and pigs.** Germ cells were labeled with an antibody to the canonical biomarker DDX4 and DNA was stained with DAPI. A commercially sourced antibody for ARRDC5 was used but did not yield specific staining. Bars are 50  $\mu$ m. Images are representative of 3 independently repeated experiments.

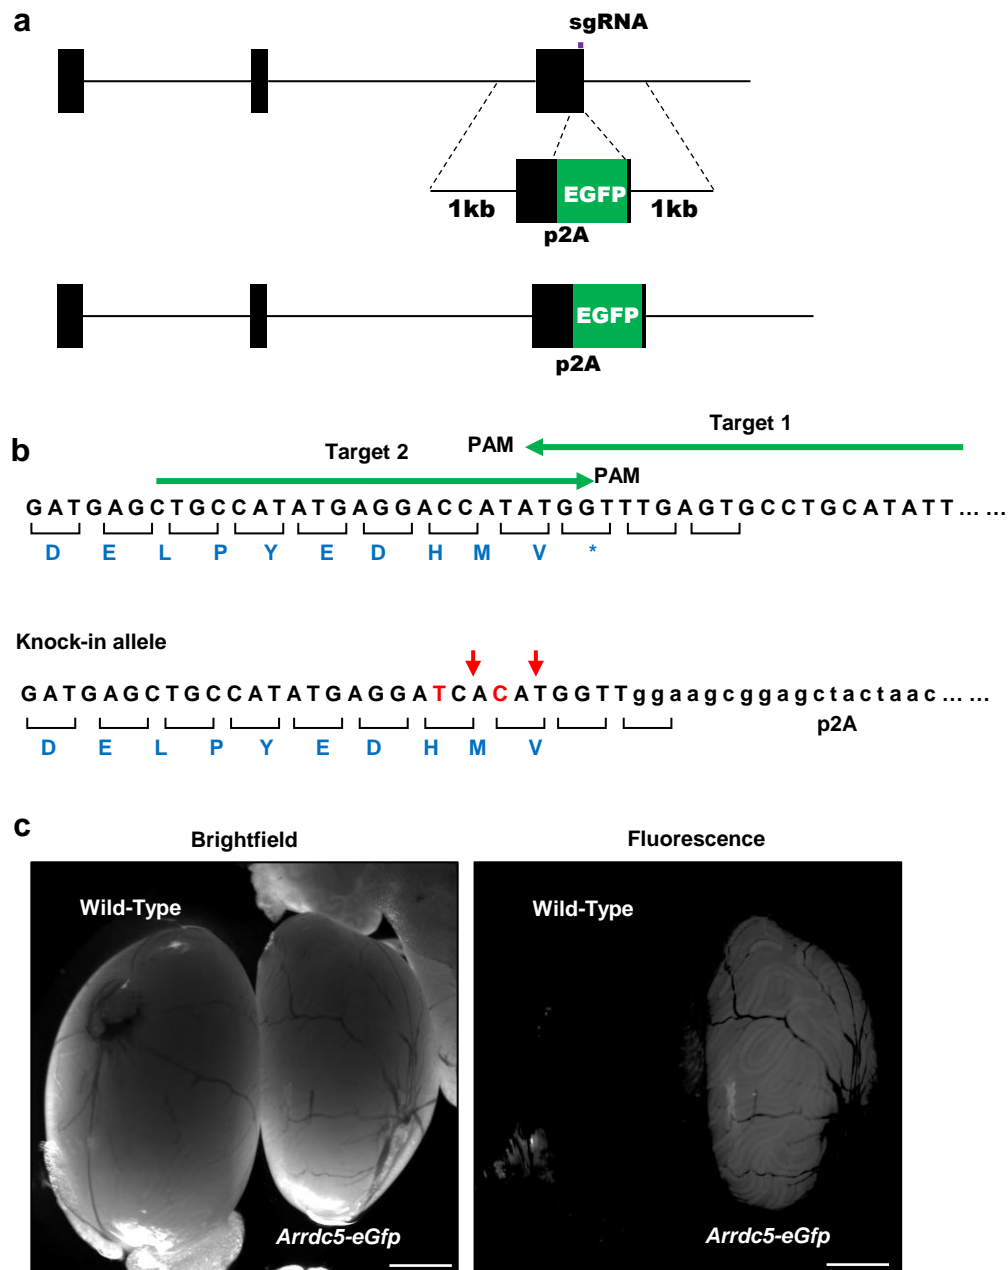

**Supplemental Fig. S7: Generation of an *Arrdc5-eGfp* knock-in mouse model.** **a** Schematic of *Arrdc5* gene structure with CRISPR-Cas9 targeting strategy for exon 3. Homology arms of 1kb were used in the repair template. **b** Schematic of positions of Cas9 target sites with target 1 overlapping the stop codon. Two silent mutations were made in the knock-in allele to eliminate Cas9 attack of the donor or modified allele. These mutations in the seed sequence of target 2 were sufficient to avoid Cas9 cleavage. **c** Wholemount testes from adult wild-type and *Arrdc5-eGfp* knock-in mice. Images are representative of 5 independently repeated experiments. Bars are 500  $\mu$ m.

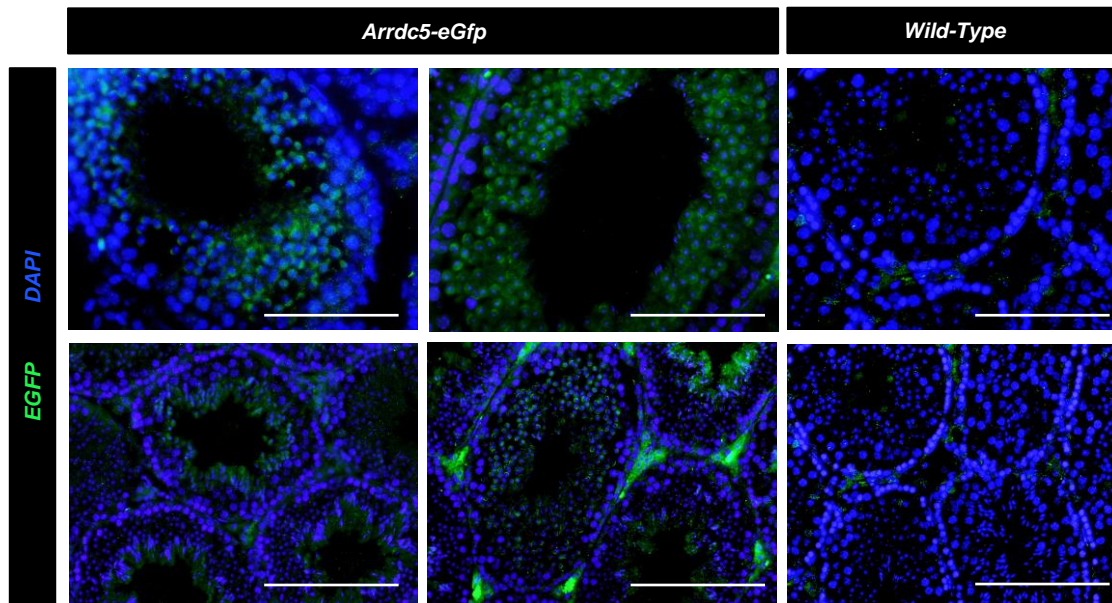

**Supplemental Fig. S8: Seminiferous tubules cross-sections from testes of adult *Arrdc5-eGfp* or control mice that were immunostained with an antibody recognizing EGFP.** DNA was stained with DAPI. Specific staining for EGFP is observable in round and elongate spermatids of *Arrdc5-eGfp* cross-sections but not detectable in control wild-type cross-sections. Images are representative of 5 independently repeated experiments. Bars are 50  $\mu\text{m}$  in top row and 100  $\mu\text{m}$  in bottom row.

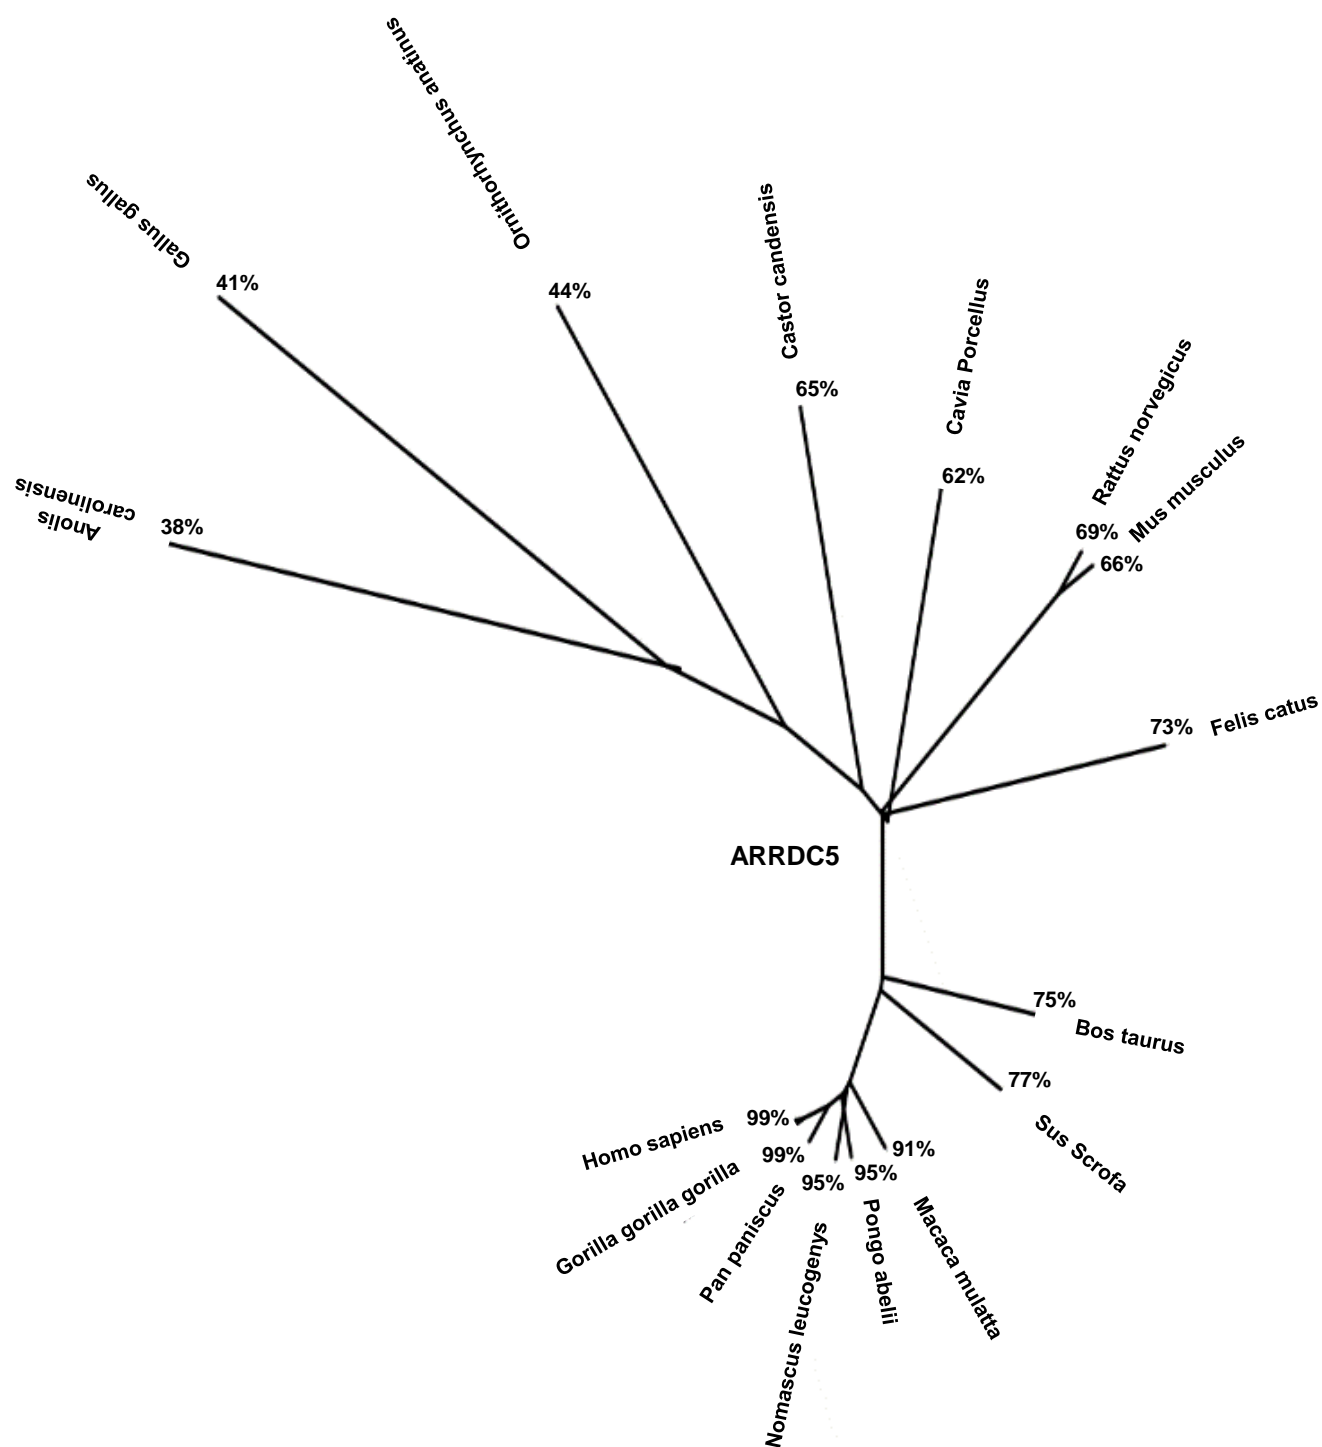

**Supplemental Fig. S9: Phylogenetic analysis of ARRDC5 in vertebrate species using Randomized Axelerated Maximum Likelihood.** The percent similarity for each species to human ARRDC5 protein sequence is listed.

The diagram illustrates the workflow for generating E0 offspring using CRISPR/Cas9-mediated genome editing. The process begins with **Zygote collection on day 0.5**, following **Mating after HCG injection on day 0**. The collected zygotes undergo **Zygote electroporation**, where they are exposed to **RNPs** (Cas9 Protein and sg-mArrdc5-F/sg-mArrdc5-R). This is followed by **Embryo Culture** to reach the **Blastocyst 3.5 dpc** stage. The blastocysts are then subjected to **Non-Surgical Embryo Transfer** into a **Pseudopregnant Recipient (2.5 dpc)**. Finally, the **E0 Offspring** are born, showing the edited genotype.

| Name         |                       | 5'to3'                 | PAM | Length |
|--------------|-----------------------|------------------------|-----|--------|
| sg-mArrdc5-F | Guide RNA             | GGAATCTGGATGATACTCGG   | GGG | Δ306   |
| sg-mArrdc5-R | Guide RNA             | AAAGGTAAGCATTGGCCTG    | GGG | Δ306   |
| mArrdc5-455F | PCR Genotyping Primer | AACATTGGGTGGAGCGATGT   | -   | 455    |
| mArrdc5-455R | PCR Genotyping Primer | CCCTCTGCCTATCTCTAACTCG | -   | 455    |

SEQ 2 77 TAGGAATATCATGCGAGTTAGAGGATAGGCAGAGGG 112

Body Weight (g)

3 Weeks 16 Weeks

*Arrdc5*<sup>+/+</sup> *Arrdc5*<sup>-/-</sup>

| Age      | <i>Arrdc5</i> <sup>+/+</sup> (g) | <i>Arrdc5</i> <sup>-/-</sup> (g) |
|----------|----------------------------------|----------------------------------|
| 3 Weeks  | ~11.0                            | ~9.0                             |
| 16 Weeks | ~31.0                            | ~30.0                            |

**Supplemental Fig. S10: Generation of an *Arrdc5* knockout mouse line.** **a** Schematic of the CRISPR-Cas9 workflow for generation of founder mice with inactivating mutations in the *Arrdc5* gene. **b** Table of single guide RNAs (sgRNAs) sequences targeting the mouse *Arrdc5* coding sequence and genotyping primer sequences. **c** Outcomes of DNA genotyping analysis for a founder male with a 308 bp  $\Delta$  in exon 1 of the *Arrdc5* coding sequence. **d** Agarose gel visualization of RT-PCR analysis to detect *Arrdc5* mRNA in testes of adult mice that are heterozygous or homozygous for the 308 bp  $\Delta$  allele, or wild-type (*Arrdc5*<sup>+/+</sup>). MW is a 100 bp ladder and *Gapdh* was used as a quality control. Image is representative of 3 independently repeated experiments. **e** Quantitative comparison of body weight for adult *Arrdc5*<sup>-/-</sup> and *Arrdc5*<sup>+/+</sup> littermates at 3 and 16 weeks of age. Data bars are mean $\pm$ SEM for n=5 different males for each genotype at each age. Source data are provided as a Source Data file.

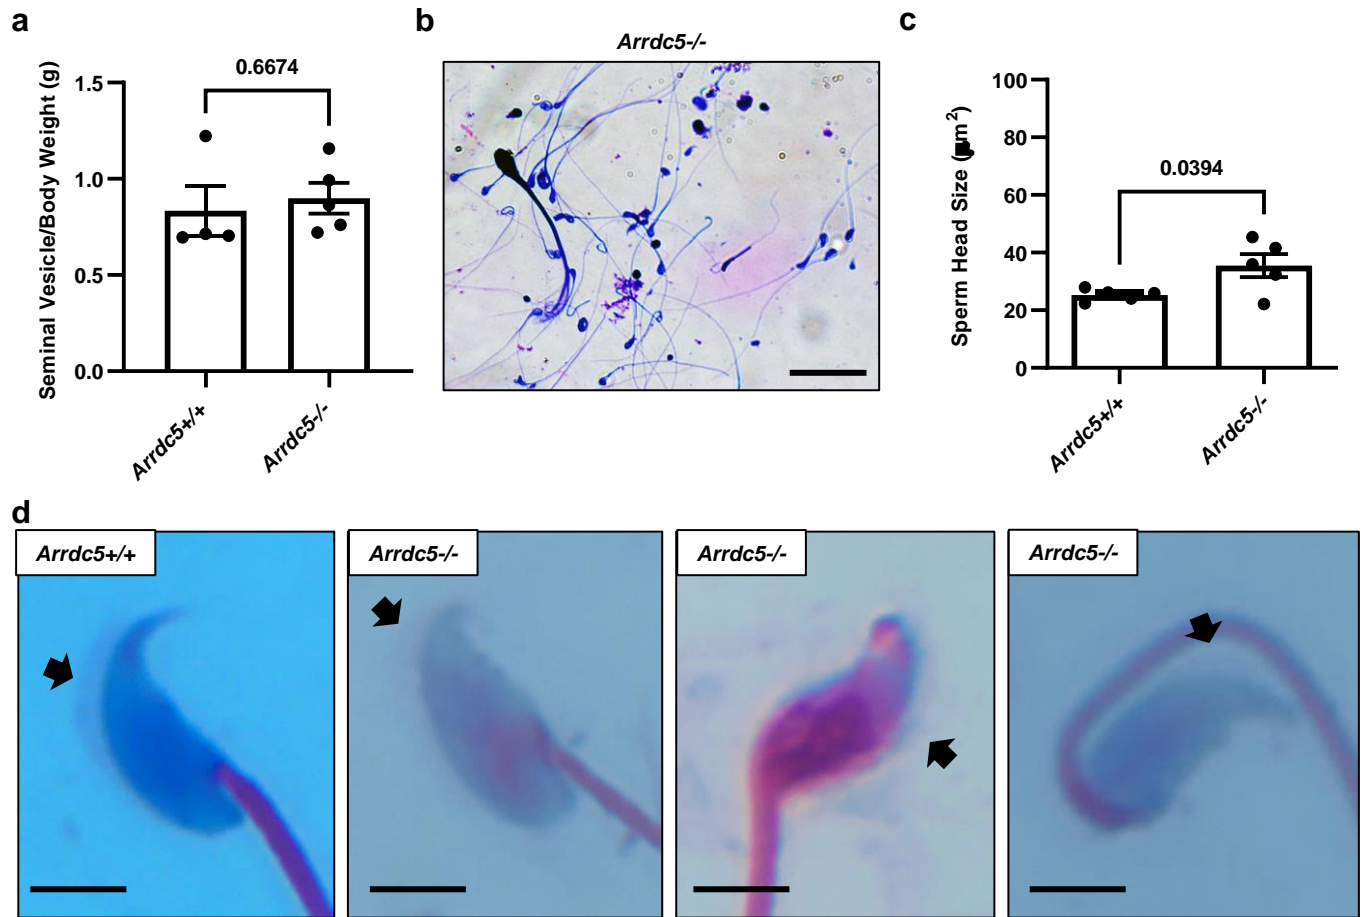

**Supplemental Fig. S11: Additional reproductive parameter assessments for *Arrdc5*<sup>-/-</sup> mice.** **a** Quantitative comparison of the seminal vesicle to body weight ratio of adult *Arrdc5*<sup>+/+</sup> and *Arrdc5*<sup>-/-</sup> littermates. Data bars are mean $\pm$ SEM and dots represent values for individual animals (n=4 for each genotype). **b** Dip Quick stained epididymal sperm from adult *Arrdc5*<sup>-/-</sup> mice. Scale bar is 10  $\mu\text{m}$ . **c** Quantitative comparison of sperm head size from adult *Arrdc5*<sup>+/+</sup> and *Arrdc5*<sup>-/-</sup> littermates. Data bars are mean $\pm$ SEM and dots represent values for individual animals (n=5 for each genotype). **d** Hematoxylin and eosin-stained sperm heads from adult *Arrdc5*<sup>+/+</sup> and *Arrdc5*<sup>-/-</sup> mice. Arrows indicate acrosomes. Scale bars are 5  $\mu\text{m}$ . Images in **b** and **d** are representative of 3 independently repeated experiments. Source data are provided as a Source Data file.

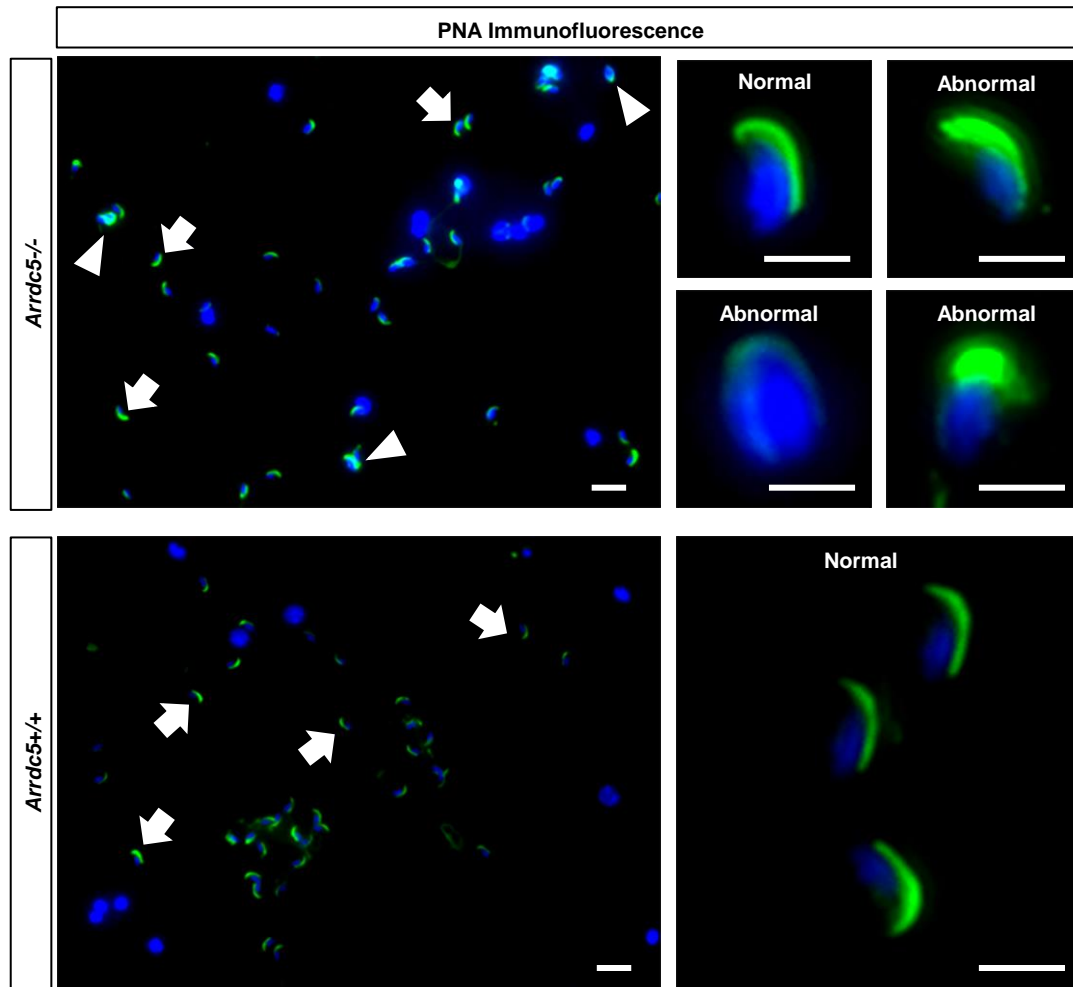

**Supplemental Fig. S12:** Assessment of acrosome morphology by PNA binding. Epididymal sperm heads from *Arrdc5*<sup>+/+</sup> and *Arrdc5*<sup>-/-</sup> littermates were incubated with FITC-conjugated (green) PNA which binds to unreacted acrosomal vesicles and imaged by fluorescent microscopy. DAPI (blue) was used to stain DNA. Bars are 10  $\mu$ m. Images are representative of 3 independently repeated experiments.

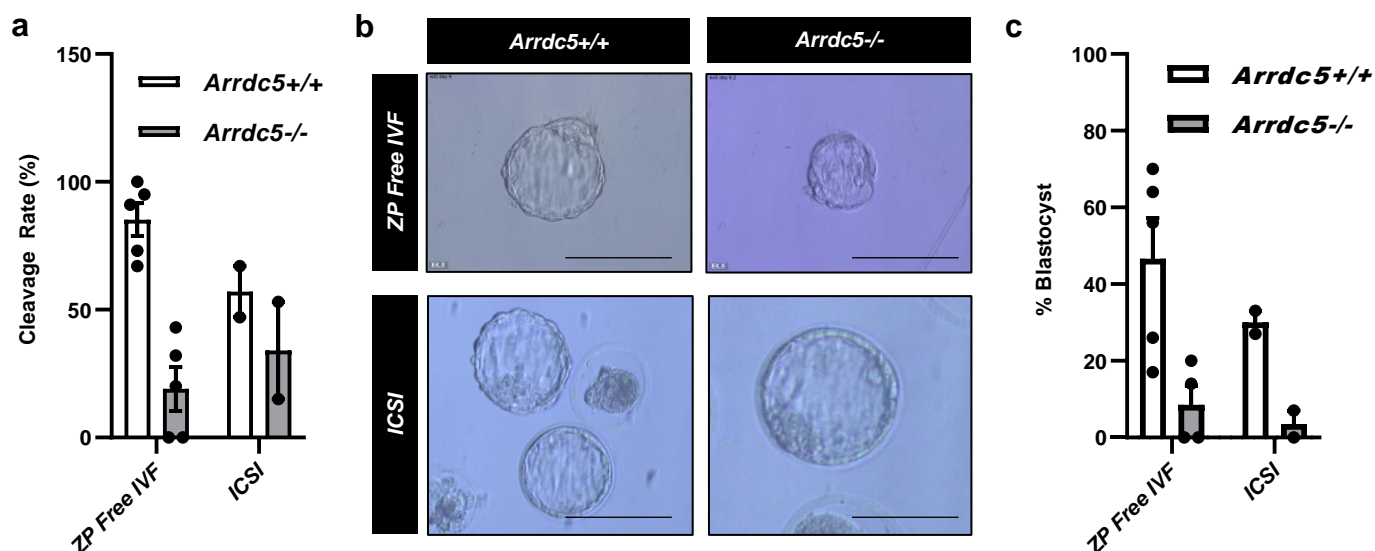

**Supplemental Fig. S13: Zona pellucida free *in vitro* fertilization analysis for sperm from *Arrdc5*<sup>-/-</sup> mice.** **a** Quantitative comparison of embryo cleavage rate following *in vitro* fertilization (IVF) of zona pellucida (ZP) free or intracytoplasmic microinjected (ICSI) wild-type oocytes with epididymal sperm from adult *Arrdc5*<sup>+/+</sup> or *Arrdc5*<sup>-/-</sup> littermates. Data bars are mean±SEM and dots represent values for individual animals (IVF: n=5 for each genotype; ICSI: n=2 for each genotype). **b** Blastocyst stage embryos that were generated *in vitro* from ZP free IVF or ICSI with epididymal sperm of adult *Arrdc5*<sup>+/+</sup> or *Arrdc5*<sup>-/-</sup> littermates. Images are representative of 5 (IVF) or 2 (ICSI) independently repeated experiments. Bars are 50 μm. **c** Quantitative comparison of *in vitro* blastocyst development rate following IVF of ZP free or ICSI wild-type oocytes with epididymal sperm from adult *Arrdc5*<sup>+/+</sup> or *Arrdc5*<sup>-/-</sup> littermates. Data bars are mean±SEM and dots represent values for individual animals (IVF: n=5 for each genotype; ICSI: n=2 for each genotype). Source data are provided as a Source Data file.

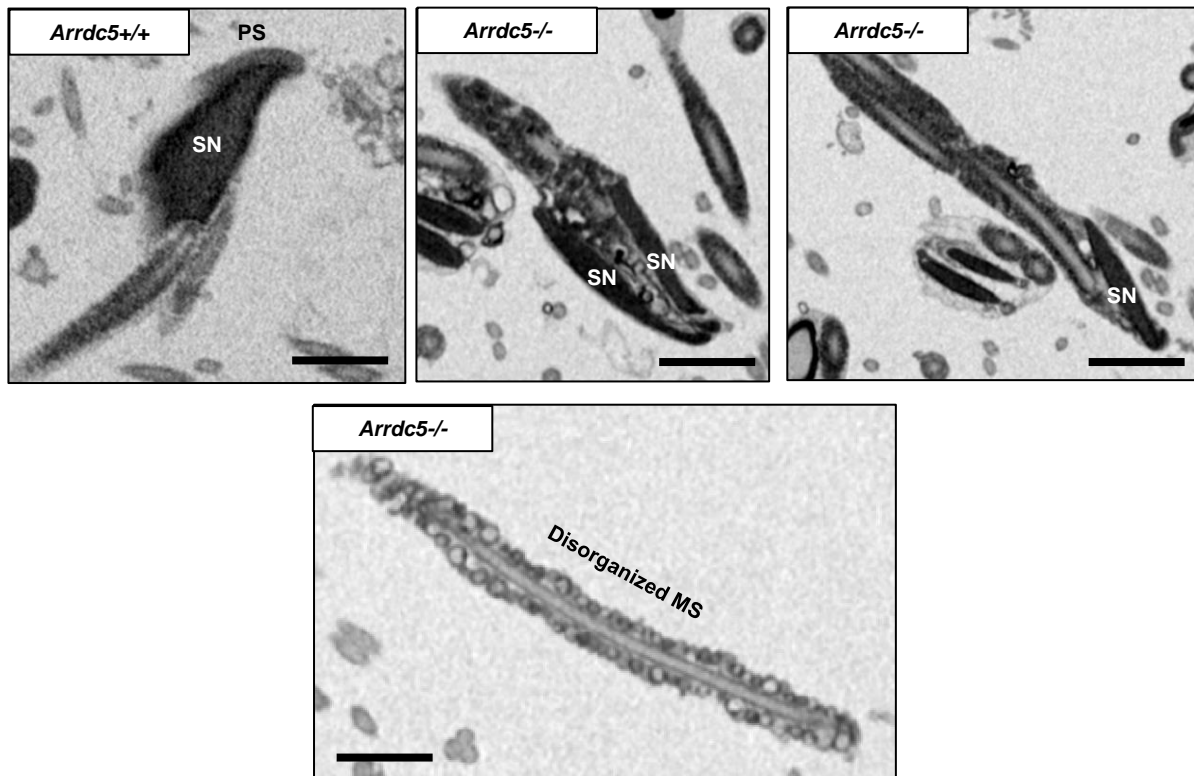

**Supplemental Fig. S14:** Additional transmission electron microcopy (TEM) images of epididymal sperm from *Arrdc5*<sup>+/+</sup> and *Arrdc5*<sup>-/-</sup> littermates. PS = postacrosomal segment, SN = sperm nucleus, and MS = mitochondrial sheath. Bars are 5 μm. Images are representative of 3 independently repeated experiments.

**Supplemental Table S1.** List of key resources and reagents used in this study.

| Reagents and Resource                          | Source                                      | Identifier                    |
|------------------------------------------------|---------------------------------------------|-------------------------------|
| <b>Antibodies &amp; Probes</b>                 |                                             |                               |
| Alexa Fluor 488 donkey anti mouse IgG (1:200)  | Invitrogen, Carlsbad, CA                    | A21202                        |
| Alexa Fluor 488 donkey anti rabbit IgG (1:200) | Invitrogen, Carlsbad, CA                    | A21206                        |
| Alexa Fluor 546 donkey anti mouse IgG (1:200)  | Invitrogen, Carlsbad, CA                    | A10036                        |
| Alexa Fluor 546 donkey anti rabbit IgG (1:200) | Invitrogen, Carlsbad, CA                    | A10040                        |
| Rabbit anti Arrdc5 polyclonal (1:200)          | Thermo Fisher Scientific, Waltham, MA       | PA5-71704                     |
| Mouse anti Ddx4 polyclonal (1:150)             | Abcam, Cambridge, UK                        | ab27591                       |
| Lectin - PNA Alexa Fluor 488                   | Invitrogen, Carlsbad, CA                    | L21409                        |
| Normal Mouse IgG (1:200)                       | Santa Cruz Biotechnology, Dallas, TX        | sc-2025                       |
| Normal Rabbit IgG (1:200)                      | Santa Cruz Biotechnology, Dallas, TX        | sc2027                        |
| Rabbit anti GFP polyclonal (1:250)             | Abcam, Cambridge, UK                        | ab290                         |
| <b>Oligonucleotides</b>                        |                                             |                               |
| #1 Arrdc5 sgRNA ( $\Delta$ 306) PAM GGG F      | Integrated DNA Technology, Coralville, Iowa | GGAATCTGGATGATA <u>ACTCGG</u> |
| #2 Arrdc5 sgRNA ( $\Delta$ 306) PAM GGG R      | Integrated DNA Technology, Coralville, Iowa | <u>AAAGGTAAGCATTCGGCCTG</u>   |
| #3 mus-Arrdc5 gDNA 455bp (genotyping) F        | Integrated DNA Technology, Coralville, Iowa | AACATTGGGTGGAGCGATGT          |
| #4 mus-Arrdc5 gDNA 455bp (genotyping) R        | Integrated DNA Technology, Coralville, Iowa | CCCTCTGCCTATCTCTAACTCG        |
| #5 mus-Arrdc5 cDNA exon1 435bp (RT-PCR) F      | Integrated DNA Technology, Coralville, Iowa | GCCAGAGGAATCTAAGTGAGAACT      |
| #6 mus-Arrdc5 cDNA exon1 435bp (RT-PCR) R      | Integrated DNA Technology, Coralville, Iowa | ACAAAGACCAGGGGAGGTGA          |
| #9 bos-Arrdc5 cDNA 249bp (RT-PCR) F            | Integrated DNA Technology, Coralville, Iowa | TTAGTGCTGCCCAAGGATGC          |
| #10 bos-Arrdc5 cDNA 249bp (RT-PCR) R           | Integrated DNA Technology, Coralville, Iowa | GCCTGCACTTAACCAATTATCCTC      |
| #11 sus-Arrdc5 cDNA 541bp (RT-PCR) F           | Integrated DNA Technology, Coralville, Iowa | AAAACCCATCGCAGATTCCTCT        |

**Supplemental Table S1.** List of key resources and reagents used in this study (continued).

| Reagents and Resource                          | Source                                      | Identifier                                                                                    |
|------------------------------------------------|---------------------------------------------|-----------------------------------------------------------------------------------------------|
| <b>Oligonucleotides (continued)</b>            |                                             |                                                                                               |
| #12 sus-Arrdc5 cDNA 541bp (RT-PCR) R           | Integrated DNA Technology, Coralville, Iowa | TCTGACGATCCATCTGGGCT                                                                          |
| #13 mus-Gapdh cDNA 382 bp (RT-PCR) F           | Integrated DNA Technology, Coralville, Iowa | AACTTTGGCATTGTGGAAGGGCTC                                                                      |
| #12 mus-Gapdh cDNA 382bp (RT-PCR) R            | Integrated DNA Technology, Coralville, Iowa | TGGAAGAGTGGGAGTTGCTGTTGA                                                                      |
| #14 bos/sus-Gapdh cDNA 388bp (RT-PCR) F        | Integrated DNA Technology, Coralville, Iowa | GTGAACGGATTTGGCCGC                                                                            |
| #15 bos/sus-Gapdh cDNA 388bp (RT-PCR) R        | Integrated DNA Technology, Coralville, Iowa | GGTTCACGCCCATCACAAAC                                                                          |
| #18 Arrdc5-egfp sgRNA F                        | Eurofins Genomics, Louisville, Kentucky     | ATGCAGGCACTCAAACCATA                                                                          |
| #19 Arrdc5-egfp sgRNA R                        | Eurofins Genomics, Louisville, Kentucky     | GCTGCCATATGAGGACCATA                                                                          |
| #20 Arrdc5-egfp LHA F (cloning)                | Eurofins Genomics, Louisville, Kentucky     | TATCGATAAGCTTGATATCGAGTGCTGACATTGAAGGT                                                        |
| #21 Arrdc5-egfp LHA R (cloning)                | Eurofins Genomics, Louisville, Kentucky     | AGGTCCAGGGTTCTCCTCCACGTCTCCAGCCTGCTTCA<br>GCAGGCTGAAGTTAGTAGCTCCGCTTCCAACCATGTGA<br>TCCCATATG |
| #22 Arrdc5-egfp EGFP F (cloning)               | Eurofins Genomics, Louisville, Kentucky     | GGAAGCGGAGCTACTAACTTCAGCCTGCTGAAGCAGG<br>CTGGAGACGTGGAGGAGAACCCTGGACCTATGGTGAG<br>CAAGGGCGAG  |
| #23 Arrdc5-egfp EGFP R (cloning)               | Eurofins Genomics, Louisville, Kentucky     | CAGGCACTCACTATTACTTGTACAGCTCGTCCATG                                                           |
| #24 Arrdc5-egfp RHA F (cloning)                | Eurofins Genomics, Louisville, Kentucky     | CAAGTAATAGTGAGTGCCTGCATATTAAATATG                                                             |
| #25 Arrdc5-egfp RHA R (cloning)                | Eurofins Genomics, Louisville, Kentucky     | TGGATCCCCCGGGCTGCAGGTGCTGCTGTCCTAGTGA<br>C                                                    |
| #26 Arrdc5-egfp LF1 (genotyping/screening)     | Eurofins Genomics, Louisville, Kentucky     | TTCCTGGGAGCTGAAACGTC                                                                          |
| #27 Arrdc5-egfp LF2 (genotyping/screening/HMA) | Eurofins Genomics, Louisville, Kentucky     | CACCTCCCCTGGTCTTTGTC                                                                          |
| #28 Arrdc5-egfp LR (genotyping/screening)      | Eurofins Genomics, Louisville, Kentucky     | AAGTCGTGCTGCTTCATGTG                                                                          |
| #29 Arrdc5-egfp RR2 (HMA)                      | Eurofins Genomics, Louisville, Kentucky     | GGCTTTGTACATCCCAGGCT                                                                          |

# Supplementary material for: ARRDC5 expression is conserved in mammalian testes and required for normal sperm morphogenesis
**Source:** Nat Commun. 2023 Apr 17;14:2111. doi: 10.1038/s41467-023-37735-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Lists of genes from bioinformatic analysis of multispecies testicular single cell transcriptome profiling.

# Supplementary material for: ARRDC5 expression is conserved in mammalian testes and required for normal sperm morphogenesis
**Source:** Nat Commun. 2023 Apr 17;14:2111. doi: 10.1038/s41467-023-37735-y
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Sperm parameter data was collected by computer assisted sperm analysis using SCA software (v1.mouse, Microptic)

Data analysis Microsoft excel version 2202 and GraphPad Prism versions 9.4.0 and 9.4.1 were used to analyze quantitative data. For single-cell RNA-seq (scRNA-seq), raw sequencing reads were demultiplexed and aligned to the mouse genome using the 10X Genomics Cell Ranger pipeline (v2.1.0). scRNA-seq data was analyzed using R software (v3.4.4) with Seurat (v2.3.2) and Monocle (v2.6.4) packages. Gene Ontology was performed with PANTHER (v13.1) software. Sperm DNA integrity was assessed using COMET assay and Comet-Score software (v1.5)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Animal models generated by this study are available through requests of the corresponding author. The single-cell RNA-seq data generated in this study have been

deposited in the Gene Expression Omnibus repository under accession ID GSE206156 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206156>). Source data required for reanalysis are provided with this paper.

Raw base call files from single cell RNA-seq were demultiplexed using the 10X-Genomics Cell Ranger pipeline (v2.1.0) and aligned to publicly available genomes for bovine (ARS-UCD1.2), porcine (Sscrofa11.1), and murine (GRCm39).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for each experiment were determined using power calculation (beta=0.8) for determining a statistical significance (P<0.05) of 10% or greater difference between mean values.                                |
| Data exclusions | No data was excluded from this study.                                                                                                                                                                                    |
| Replication     | Reproducibility was addressed by including at least three biological replicates for each data point collected. All experimental replications were successful.                                                            |
| Randomization   | Animals were allocated to experimental groups based on Arrdc5 genotype (i.e. wild-type or Arrdc5 <sup>-/-</sup> ). Within a genotype group, individual animals were selected at random for use in experimentation.       |
| Blinding        | For mouse studies, investigators were blinded to animal genotype grouping when collecting data on sperm and other phenotype parameters. For other species, only wild-type animals were used, blinding was not necessary. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Rabbit anti Arrdc5 polyclonal, Thermo Fisher Scientific, Waltham, MA, PA5-71704</p> <p>Mouse anti Ddx4 polyclonal, Abcam, Cambridge, UK, ab27591</p> <p>Alexa Fluor 488 donkey anti mouse IgG, Invitrogen, Carlsbad, CA, A21202</p> <p>Alexa Fluor 488 donkey anti rabbit IgG, Invitrogen, Carlsbad, CA, A21206</p> <p>Alexa Fluor 546 donkey anti mouse IgG, Invitrogen, Carlsbad, CA, A10036</p> <p>Alexa Fluor 546 donkey anti rabbit IgG, Invitrogen, Carlsbad, CA, A10040</p> <p>Rabbit anti GFP polyclonal, Abcam, Cambridge, UK, AB290</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | <p>Species reactivity and applications for antibodies were validated by the commercial manufacturers and/or previous studies. Relevant information on antibody generation and validation is available at the supplier websites.</p> <p>Rabbit anti Arrdc5 polyclonal, Thermo Fisher Scientific, PA5-71704<br/> <a href="https://www.thermofisher.com/antibody/product/ARRDC5-Antibody-Polyclonal/PA5-71704">https://www.thermofisher.com/antibody/product/ARRDC5-Antibody-Polyclonal/PA5-71704</a></p> <p>Mouse anti Ddx4 polyclonal, Abcam, ab27591<br/> <a href="https://www.abcam.com/products/primary-antibodies/ddx4--mvh-antibody-mabcam27591-ab27591.html">https://www.abcam.com/products/primary-antibodies/ddx4--mvh-antibody-mabcam27591-ab27591.html</a><br/> Zagore LL et al. 2018, Cell Rep 25:1225-1240; Bowles J et al. 2018, Cell Rep 24:1330-1341.</p> <p>Alexa Fluor 488 donkey anti mouse IgG, Invitrogen, Carlsbad, CA, A21202<br/> <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202">https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202</a></p> <p>Alexa Fluor 488 donkey anti rabbit IgG, Invitrogen, Carlsbad, CA, A21206<br/> <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206</a></p> <p>Alexa Fluor 546 donkey anti mouse IgG, Invitrogen, Carlsbad, CA, A10036<br/> <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10036">https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10036</a></p> <p>Alexa Fluor 546 donkey anti rabbit IgG, Invitrogen, Carlsbad, CA, A10040<br/> <a href="https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10040">https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10040</a></p> <p>Rabbit anti GFP polyclonal, Abcam, Cambridge, UK, ab290<br/> <a href="https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html">https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html</a><br/> Gong Q et al. 2021 Nat Commun 12:188; Moreno-Ayala R et al. 2021 Cell Rep 34:108606; Vélot L et al. 2021 Mol Cell Proteomics 20:100064; Ferder IC et al. 2019 PLoS Genet 15:e10008084.</p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Laboratory mice (<i>Mus musculus</i>) used in this study were of mixed 129/C57B6 or CD1/ICR genetic backgrounds. Adult (&gt;P56) males and females were used for experimental analysis.</p> <p>Pre-pubertal Holstein breed bull calves at 4.5 months of age and mixed commercial breed pigs at 3 months of age were used as sources multiple tissues.</p> |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                          |
| Reporting on sex        | Although the phenotype of Arrdc5 knockout was male specific sterility, both male and female mice were analyzed for fertility.                                                                                                                                                                                                                                |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | All animal use in experimentation was approved by the Washington State University Institutional Animal Care and Use Committee.                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

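Single-cell RNA-sequencing libraries of testes from 3 cattle aged 4.5 months and 3 pigs aged 3 months were used, with 1 library per animal. The labels give 2 libraries of each species the same testis number beside different animal tags. Each library was counted as 1 animal, since the methods give n = 3 for each species. The mouse library was not used here.

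The authors made the deposited count values with Cell Ranger, which assigned the reads, aligned to ARS-UCD1.2 or Sscrofa11.1, to genes and barcodes, and the UMI counts were deposited raw, without normalization. The methods state that low-quality cells and doublets were excluded within each library and that the species were integrated in Seurat, and the paper's text does not name the thresholds. The cattle files hold every barcode of the chemistry, before any selection of cells, and the pig files hold barcodes with at least 500 UMIs. The gene tables list 19994 genes in cattle, of which 16350 carry a symbol, and 22694 in pig, of which 15391 do.

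Cells were called in each library with the rule of Cell Ranger 2 at 3000 expected cells, and cells with fewer than 200 genes were left out. Doublets were scored with Scrublet in scanpy 1.11.5, and the cells with the highest scores, 0.8% for every 1000 cells of a library, were left out. The automatic Scrublet threshold, an alternative, marked 6, 584 and 318 cells in cattle 1, 2 and 3 and 3, 1 and 10 cells in pig 1, 2 and 3, which are hardly any cells in cattle 1 and in the pigs. Mitochondrial genes took 1.86%, 4.50% and 5.47% of the UMIs of the cells kept in cattle and 1.60%, 2.57% and 2.05% in pig, and no limit was set on them.

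The cells of each species were clustered together on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering in igraph 0.11.9 at resolution 1. The 106 genes with inferred fertility functions in Supplementary Data 1, the stage genes and mitochondrial genes were kept out of the variable genes. A marker counted for a cluster when it had a UMI in at least 5% of its cells and was at least 2-fold above the median cluster, with 10 CPM added to both sides. The cell type with the largest mean log2 fold over its markers gave the name if at least 3 markers counted and no other cell type had more markers among the 10 leading genes. Clusters whose median depth divided by that of their libraries was under 1 over 3, with no own marker among the leading genes, stayed unnamed. This was the second of 2 naming rules, set after the clusters, germ-like counts and ARRDC5 counts of the first had been seen. The first rule compared each marker with all other cells of the species.

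Clusters with at least 3 leading genes of a germ-like cluster stayed unnamed, as did clusters with no own marker among their leading genes that shared at least 3 of these with a cluster of another cell type. Both conditions were set after the clusters had been seen. Unnamed cells made up 1.20% ± 0.445 of cattle cells and 5.22% ± 1.66 of pig cells (SD, n = 3). No cluster was named erythroid-like, the last of the 8 cell types looked for.

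Raw UMI counts were summed per animal over germ-like cells and over all other cells. The 2 sums of an animal come from the same library and are therefore paired, and a fit with the animal as a replicate block was an alternative. Genes with at least 10 counts over the 6 sums of a species were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment at 0.05. The difference between species was tested as an interaction over the 12 sums of both species, for gene symbols in both gene tables. Shares of cells were averaged over animals. Exact 95% binomial intervals of shares and Poisson intervals of sums cover counting error only. In the text a share of 0 cells was given the limit that 3 cells would make, unless an exact limit is named. The figure and the CPM of a sum with 0 UMIs use the exact upper limit. Single values were compared with two-sided exact permutation tests over animals, in which 3 against 3 cannot give a p below 0.1. Between cell types of the same animals these tests ignored the pairing.

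The tests were tried on simulated counts with the means and library sizes of these sums and about 200 changed genes. For germ-like against other cells in cattle, over 13969 genes, the edgeR test recovered 63% of the changed genes, and 10.6% of its calls were false. In pig, over 14995 genes, it recovered 57.3% with 10.2% false calls, and for the difference between species, over 12778 genes, 31% with 12.7% false calls. These false shares lie above the nominal 5%. With the animal as a replicate block 28.4% of calls were false in cattle and 13.1% in pig, over the same genes. With DESeq2 1.42.0 it was 13.9% in cattle over 12611 genes and 18.3% in pig over 13246. The simulated counts held no animal effect, so they cannot show how the block does on paired sums. About 200 changed genes are also far fewer than were called in the real sums, so these shares need not hold there. No simulation was repeated.

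The mapping of samples, the cell type markers, the stage genes, the tests of germ-like against other cells and of the species, the rule for the genes named and all alternatives but 3 were set before the data were examined. The genes named were the 14 testis-enriched genes, 5 other α-arrestins, the stage genes, the 16 genes listed for cattle alone and 5 genes chosen by rule. These 5 had the largest summed log2 fold change among genes called in both species that had at least 100 germ-like counts in each, were higher in every animal and were not cell type markers. The 3 alternatives chosen after seeing the data were the first naming rule, leaving clusters led by germ cell genes out of the other cells, and scaling by library size alone. The other alternatives changed the rule for cells, the gene minimum, the mitochondrial limit, the treatment of doublets, the clustering, the threshold for detection, the filter on genes, the tool, the block, the cells compared with and the animals included. For thinned shares every cell was reduced to 2811 UMIs, the smallest median of germ-like cells among the libraries, and shallower cells were left out. Positions in the pig genome come from the RefSeq annotation of Sscrofa11.1, and no coordinates of the cattle genome were used.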

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

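The splits of the animals, the use of the planned fit without cattle 1 against the depth of that library, the comparison of scalings, the constant shifts, the test of meiotic prophase genes, the setting without clusters led by germ cell genes, the doublet comparison within libraries and the comparison of endothelial markers between clusters were tests chosen only after the result was seen.

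The genes whose germ cell effect differs between cattle and pig, germ-like against other cells, numbered 2069 of 12843 by edgeR's interaction test with Benjamini-Hochberg adjustment, a difference between groups that the paper does not report. The effect was larger in pig for 1150 genes and smaller for 919. Scaled by library size alone, it was larger in pig for 518 genes and smaller for 2364, so the balance of directions depends on the scaling.

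The tables argue against 2 technical explanations as the whole cause. The shallow library of cattle 1 is one of these, since the genes whose germ cell effect differs between cattle and pig numbered 1970 without it, 1763 of them among the 2069, although they numbered 747 without cattle 2 and 878 without cattle 3. The scaling is the other. When the scaling factors of the pig germ-like sums were shifted by 17 constants from -2 to 2 on the log2 scale, which moves the difference between the species the opposite way for all genes, no shift called fewer than 2069 genes, the number at a shift of 0, and a shift of -2 called 6442. The direction of a call moves with the shift, from 6225 larger and 217 smaller in pig to 165 larger and 6140 smaller. How many of the genes larger in pig come from the scaling stays open, since 45.0% of the 1150 were also called larger by library size alone. That setting lowers the differences as a whole and so does not test the 919 genes smaller in pig. Germ cells or their RNA among the other pig cells stay open. Without the clusters led by germ cell genes 2044 genes were called, 2029 of them among the 2069, but in pig this removes only cluster 12, of 223 cells, 97.3% of them from pig 2. DDX4 reached 4.08 ± 1.77 CPM in the other cells of pig, cluster 12 included, and 0.559 ± 0.520 CPM in those of cattle (SD, n = 3). Meiotic prophase cells among the pig germ-like cells stay open as well. The median difference of 14 meiotic prophase genes, pig minus cattle, was -1.47 on the log2 scale, at percentile 0.6 of 10000 random lists matched on expression, and -1.17 without the clusters led by germ cell genes. These are differences of folds over other cells, which germ cell RNA in the other pig cells would lower, although for 6 spermatogonial genes the median was -0.18, at percentile 30.3. In the germ-like cells themselves the level of meiotic prophase genes was not higher in pig (log2 ratio -0.41, two-sided exact permutation test, p = 0.3), but the genes went both ways, 7 of the 14 with a higher CPM over the pooled pig cells and 7 with a lower one.

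Of the 10 splits of the 6 animals into 3 and 3, 1, the real one, called as many genes. The others called 0, with 30 to 182 genes at an unadjusted p under 0.05, against 3820 in the real split. The other splits put cattle and pigs into the same group. The difference between the species then adds to the spread within groups, which lowers the number of calls by design. Their 0 calls therefore do not measure chance, and the number of splits, 10, cannot give a share under 0.05. Age, breed, gene annotation and the handling of the files differ between the species as well, and none of these was tested, so a biological difference between cattle and pig germ cells stays open and untested.

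Endothelial-like cells, of a cell type the paper does not mention, numbered 835 in both species, a signal in data the paper did not report on. They made up 0.772% ± 0.0228 of cattle cells in 1 cluster and 8.17% ± 7.40 of pig cells in 3 clusters (SD, n = 3), with 5, 365 and 330 cells in pig 1, 2 and 3. PECAM1, KDR and TIE1 were among the markers that counted in all 4 clusters. The larger 2 of the pig clusters came almost wholly from 1 animal each, 96.7% from pig 2 and 99.7% from pig 3.

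Pairs of cells of other types in 1 droplet are argued against as the source of these clusters, since a pair has a level between those of its cells. The median fold of the endothelial markers that counted, over the highest cluster of another type, was 15.0 in the cattle cluster and 4.30, 4.47 and 4.74 in the pig clusters. Of these markers, 4 of 4 in cattle and 5, 6 and 6 of 6 in pig lay above every such cluster beyond the Poisson intervals, the exception being VWF in the smallest pig cluster. The same markers named the clusters, but by a fold over the median cluster. How many of the endothelial-like cells are pairs that hold an endothelial cell stays open. With no doublets left out, 61 of 899 endothelial-like cells were among the cells with the highest doublet scores, against 27.3 from the rates of their libraries, a ratio of 2.23 (95% interval from 1.71 to 2.87). Over all cells pooled, a comparison set before the result, the shares were 6.79% and 4.54%, a ratio of 1.49. The share was above that of all cells in 5 of the 6 libraries, with 9.18% of endothelial-like against 3.15% of all cells in pig 2, and 1.49% against 1.80% in pig 3. Median depth was 0.930 of that of the same libraries in the cattle cluster and 0.787, 1.19 and 1.16 in the pig clusters. The libraries disagree, and the scores are themselves estimates. The design names no condition that bears on these cells, and no biological explanation was tested.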

How the results depend on the processing

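The first naming rule, the setting without clusters led by germ cell genes and scaling by library size alone were tests chosen only after the result was seen, and the thresholds of the naming rule in use were set with the clusters in view.

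In cattle 3288 genes were higher and 3801 lower in germ-like cells. The number of genes higher in germ-like cells, cattle, ranged from 2952 with filterByExpr to 3507 with no filter on genes, leaving aside the fits without an animal, the block and library size alone. The last gave 6252 higher and 1823 lower. In pig 2598 genes were higher and 3084 lower. The number of genes higher in germ-like cells, pig, ranged in the same way from 2255 with filterByExpr to 2995 with DESeq2, apart from 1820 under the first naming rule, and library size alone gave 3593 higher and 2286 lower. Across the fits that each left out an animal the numbers ran from 1527 (without cattle 3) to 4126 in cattle, with 1680 without cattle 2, and from 876 (without pig 2) to 1573 in pig, with 1509 without pig 1. Of the 14 testis-enriched genes, 4 to 10 were higher in cattle and 2 to 5 in pig across these fits, and 3 in pig under the first naming rule. A fit without an animal holds fewer sums. The cause of the other changes was not tested.

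The genes whose germ cell effect differs between cattle and pig ran from 747 (without cattle 2) to 1970 across the 6 fits that each left out an animal, and numbered 3574 with the animal as a replicate block. Of the testis-enriched genes, of which ARRDC5 and FBXO47 had too few pig counts to decide, 0 differed, with 4 at an unadjusted p under 0.05. With a minimum of 500 UMIs per barcode, the pig barcodes as deposited, a minimum of 500 genes per cell or filterByExpr, 1 differed, and under the first naming rule, DESeq2, the replicate block or library size alone 3 differed. Across the fits without an animal 0 to 1 differed. Adjusted over the list alone, 1 differed with the pig barcodes as deposited, 3 under the first naming rule and DESeq2, 4 by library size alone and 6 with the replicate block. The cause was not tested.

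The replicate block, which uses the pairing of the 2 sums of an animal, changed the calls of ARRDC1 in pig (-0.94, adjusted p = 0.0464, from 0.0464 to 0.304 over the alternatives) and of IQUB (1.22), LRRCC1 (-0.67) and SPATA6 (0.91) in cattle, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the comparison of germ-like with other cells the block changed no other call of a named gene. The CPM of LRRCC1 was higher in germ-like cells in 3 of 3 cattle, so its call as lower depends on the scaling. With the block 4317 genes were higher in cattle and 3329 in pig.

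The mean number of cells kept, cattle, was 8879.67 per library with a minimum of 500 UMIs per barcode. That of cells kept, pig, was 4505.33 with 8000 expected cells and 10927 with that minimum and as deposited. The germ-like share was 4.81% in cattle with a minimum of 500 genes per cell and 2.56% in pig under the first naming rule. The share of pig germ-like cells with an ARRDC5 UMI was 0 under the first naming rule and 0 in cells thinned to 1 number of UMIs. It rests on 2 UMIs, and thinning discards UMIs by construction. The cause of the other changes was not tested. The cattle share ranged from 0.155% to 0.476% under the other alternatives, and from 0.229% without cattle 2 to 0.690% without cattle 1. The log2 ratio of meiotic prophase genes, pig against cattle, was negative in all settings, from -0.70 to -0.25, and from -0.62 to -0.23 across the fits without an animal. Genes detected in germ-like cells of both species ranged from 8011 to 11940.

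Of 961 values of named genes under alternatives, over 44 pairs of gene and species, 892 kept their direction and side of the threshold, 28 lost the call, 16 gained it and 25 changed sign. Of those that changed sign, SMC1B in pig, at -0.053 under the first naming rule, was called in the main setting, and the others were not. ARRDC2 in cattle changed to -0.11 with 8000 expected cells, -0.049 with a minimum of 500 UMIs, -0.015 with no doublets left out and -0.039 with no filter on genes, and ran from -0.15 to 0.25 without an animal. ARRDC3 in cattle changed to 0.042 with no doublets left out, 0.045 with DESeq2, 0.026 with filterByExpr and 1.03 by library size alone, and ran from -0.48 to 0.29 without an animal. ARRDC4 in cattle changed to 0.65 by library size alone and ran from -2.14 to 0.29 without an animal, and in pig it changed to -0.014 with a minimum of 500 UMIs and as deposited. By library size alone ARRDC5 in cattle was 0.26 and LRRCC1 in cattle 0.52. GGA1 in pig changed to -0.096 with 8000 expected cells, -0.32 with a minimum of 500 UMIs and as deposited, -0.0081 at Leiden resolution 0.5 and -0.040 with each library clustered on its own. CCDC189 in pig ran from -0.91 to 0.013 without an animal. Under the first naming rule it gained a call as lower, at -3.73 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0230). LRRCC1 in pig changed to -0.14 under that rule. The cause was not tested.

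Among the calls lost, FKBP6, NUTM1, PHF7, CEP41, ISL1, BOLL and ARRDC3 in pig were lost under the first naming rule, and LCA5L in cattle with a minimum of 500 UMIs, at 1.22. The others were lost without an animal, with filterByExpr or by library size alone. DESeq2 gave LCA5L in cattle no adjusted p, so it is not counted. Depth limits ARRDC5, with 3 UMIs in the cattle germ-like sums and 2 in those of pig, KLHL10 in both species and FBXO47 in pig, which had too few counts to be tested.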

Differences from the paper's values

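The first naming rule and scaling by library size alone, named in this part, were tests chosen only after the result was seen.

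After quality control the paper gives about 22000 pig cells, and 9206 were kept here. With a minimum of 500 UMIs per barcode, and with the pig barcodes as deposited, 32781 cells were kept, within 1.5 times the paper's number. That is a mean of 10927 cells kept, pig, per library, above the about 8000 live cells loaded, and pig 2 alone lists 22920 barcodes, so whether all of these barcodes are cells is open. The gap remained under the other alternatives set before the data were examined, with 13516 cells at 8000 expected cells, 7441 at a minimum of 500 genes, 9202 with a mitochondrial limit, 9455 with no doublets left out and 9441 with the automatic doublet threshold.

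The paper keeps 9 genes as presumptively specific to germ cells, from its integrated dataset of mouse, cattle and pig. That is not the same measure as a higher level in pig alone. In pig 6 of them had enough counts to be tested, so 9 could not be reached, and 4 of these 6 were higher in germ-like cells here. None of the alternatives set before the data were examined closed the gap, and DESeq2 came to 5. DESeq2 called SPATA6 in pig (log2 fold change 1.14, adjusted p = 0.0343), as did library size alone (adjusted p = 0.0381), chosen after seeing the values, and over all alternatives its adjusted p ran from 0.0343 to 0.363. TSKS in pig was called under the first naming rule (4.48, adjusted p = 0.0140), also chosen after seeing the values, and its adjusted p ran from 0.0140 to 0.563. Apart from DESeq2 these are edgeR's quasi-likelihood tests, all with Benjamini-Hochberg adjustment. SPATA6 in cattle was called with the animal as a replicate block, without cattle 1 (adjusted p = 0.0128) and by library size alone (adjusted p = 0.00505), with a range from 0.00262 to 0.385. ARRDC5 in cattle was called under no setting, and in pig it had too few counts to be tested. Of the 5 testis-enriched genes the paper does not keep, 2 were higher in germ-like cells of each species here. A higher level in germ-like cells does not make a gene specific to them.

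The paper describes ARRDC5 as presumptively specific to germ cells. In cattle the share of cells with an ARRDC5 UMI was 0.529% ± 0.458 in lymphocyte-like and 0.460% ± 0.461 in germ-like cells (SD, n = 3). These spreads overlapped, so which share is larger is not settled. In pig the share was 0.0992% ± 0.0862 in germ-like cells (SD, n = 3), and no other cell had an ARRDC5 UMI. The pig values go the paper's way, but they rest on 2 UMIs.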

Other observations

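The counts over other splits, the comparison of ARRDC5 shares between cell types, the first naming rule and scaling by library size alone were tests chosen only after the result was seen, and the other tests on lymphocyte-like cells were written before their results, on a pattern found in the same data.

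In cattle, 13 of the 28 ARRDC5 UMIs lay in lymphocyte-like cells, 7 in cattle 2 and 6 in cattle 3. Germ cells in the same droplet are argued against as the source, since 0 of these 13 cells had a UMI of a germ cell marker (exact 95% upper limit 24.7%), against 98.6% of cattle germ-like cells and 3.19% of the 1977 other lymphocyte-like cells. Free RNA in the cell suspension, which reaches all cell types alike, is argued against as the whole source. An ARRDC5 UMI was found in 0.653% of lymphocyte-like cells (exact 95% interval from 0.348% to 1.11%), 6.66 times the 0.0981% of myoid-like cells (from 0.0424% to 0.193%), and in 0.0476% of Sertoli-like cells (from 0.00577% to 0.172%). Lymphocyte-like cells were the shallowest of these, with a median of 1526 UMIs against 1858 and 3040.5. The intervals of lymphocyte-like and myoid-like cells lay apart in cattle 2 and overlapped in cattle 3, and that of Leydig-like cells, from 0.0131% to 0.390%, overlapped that of lymphocyte-like cells. Against empty droplets the level of 3.01 CPM was not set apart from 0.860 CPM, since the Poisson intervals, from 1.60 to 5.15 and from 0.177 to 2.51, overlapped. Such levels per UMI do not show what part of a cell's UMIs was free RNA, so they do not decide the source. Reads of UHRF1, which overlaps ARRDC5 on the opposite strand in pig, stay open, with a UHRF1 UMI in 0 of the 13 cells and in 2.18% of the 1977 others (Fisher's exact test, p = 1), too few to decide. No coordinates of the cattle gene were used, so whether UHRF1 and ARRDC5 overlap in cattle was not examined. Expression of ARRDC5 in cattle lymphocytes is a hypothesis that these counts do not settle.

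In cattle 7089 genes and in pig 5682 genes differed between germ-like and other cells in either direction. Of the 4 splits of the 6 sums that part the 2 sums of every animal, 1, the real one, called as many genes in each species. The others called 0, with 22 to 625 genes at an unadjusted p under 0.05 in cattle and 110 to 328 in pig, against 7979 and 7358 in the real split. The other 6 of the 10 splits part the sums of 1 animal and also called 0, with 43 to 529 genes in cattle and 262 to 688 in pig at an unadjusted p under 0.05. All splits but the real one mix germ-like and other sums within a group. The difference between these sums then adds to the spread within groups, which lowers the number of calls by design. Their 0 calls therefore do not measure chance, and the number of splits, 4, cannot give a share under 0.05.

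The 5 genes chosen by the rule for named genes were ISL1, with log2 fold changes of 7.35 in cattle and 4.93 in pig, UTF1 with 7.22 and 4.63, BOLL with 6.38 and 5.62, DBX2 with 7.01 and 4.41, and SMC1B with 6.55 and 4.85. The rule requires a call and a higher level in every animal of both species, so these do not test the genes further. Under the first naming rule the pig calls of ISL1, BOLL and SMC1B were lost, and those of UTF1 and DBX2 were not. By edgeR's interaction test with Benjamini-Hochberg adjustment the effect was smaller in pig for UTF1 (log2 difference -2.45, adjusted p = 0.0172) and ISL1 (-2.28, adjusted p = 0.0444), and BOLL, DBX2 and SMC1B passed no threshold.

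Among the other α-arrestins, TXNIP was lower in germ-like cells in 3 of 3 animals of each species, at -3.35 in cattle (adjusted p = 3.02e-05) and -3.45 in pig (adjusted p = 0.000449), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was called lower under all 22 alternatives. ARRDC1 was lower in cattle at -2.08 (adjusted p = 0.000436) under all alternatives and was not called in pig (adjusted p = 0.0968) except with the replicate block. ARRDC3 was lower in pig at -1.46 (adjusted p = 0.0389), in 3 of 3 animals, a call lost whenever 1 of the 3 pigs was left out, with filterByExpr, under the first naming rule and by library size alone. ARRDC2 and ARRDC4 were called in neither species, except ARRDC2 in cattle by library size alone (1.13, adjusted p = 0.0498, up to 0.996 over the alternatives) and ARRDC4 in pig under the first naming rule (1.26, adjusted p = 0.0291, up to 0.996). By the interaction test none of these 5 genes differed between the species past the threshold, the smallest adjusted p being 0.0943 for ARRDC1 (log2 difference 1.27).

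The primers #11 and #12 that the paper lists for pig ARRDC5 were placed on the pig reference. In the joined exons of the gene, #11 lies at positions 708 to 729 and #12 at positions 1229 to 1248 on the other strand, a product of 541 bases. Primer #12 lies in exon 3, from 73950419 to 73950438 on chromosome 2 of Sscrofa11.1. Primer #11 was found in the joined exons and not in the unspliced sequence of the gene.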
